# Genomic binding and regulation of gene expression by the thyroid carcinoma-associated PAX8-PPARG fusion protein

**DOI:** 10.18632/oncotarget.6340

**Published:** 2015-11-16

**Authors:** Yanxiao Zhang, Jingcheng Yu, Chee Lee, Bin Xu, Maureen A. Sartor, Ronald J. Koenig

**Keywords:** peroxisome proliferator-activated receptor gamma, follicular thyroid cancer, pioglitazone, differentiation, gene fusion

## Abstract

A chromosomal translocation results in production of an oncogenic PAX8-PPARG fusion protein (PPFP) in thyroid carcinomas. PAX8 is a thyroid transcription factor, and PPARG is a transcription factor that plays important roles in adipocytes and macrophages. PPFP retains the DNA binding domains of both proteins; however, the genomic binding sites of PPFP have not been identified, and only limited data exist to characterize gene expression in PPFP thyroid carcinomas. Therefore, the oncogenic function of PPFP is poorly understood. We expressed PPFP in PCCL3 rat thyroid cells and used ChIP-seq to identify PPFP genomic binding sites (PPFP peaks) and RNA-seq to characterize PPFP-dependent gene expression. PPFP peaks (~20,000) include known PAX8 and PPARG binding sites and are enriched with both motifs, indicating that both DNA binding domains are functional. PPFP binds to and regulates many genes involved in cancer-related processes. In PCCL3 thyroid cells, PPFP binds to adipocyte PPARG target genes in preference to macrophage PPARG target genes, consistent with the pro-adipogenic nature of PPFP and its ligand pioglitazone in thyroid cells. PPFP induces oxidative stress in thyroid cells, and pioglitazone increases susceptibility to further oxidative stress. Our data highlight the complexity of PPFP as a transcription factor and the numerous ways that it regulates thyroid oncogenesis.

## INTRODUCTION

Thyroid carcinoma is the most common endocrine malignancy, and its incidence has increased nearly 3-fold since 1990 [1, 2]. The majority of thyroid carcinomas contain one of a small number of driver mutations, such as *BRAF* or *RAS* mutations, gene fusions involving *RET*, or gene fusions between *PAX8* and *PPARG* (reviewed in [3]). The *PAX8*- *peroxisome proliferator-activated receptor gamma* (*PPARG)* gene fusion is a consequence of a translocation between chromosomes 2 and 3, and is found in ~30% of follicular thyroid carcinomas and ~5% of follicular variant papillary carcinomas. The resulting PAX8-PPARG fusion protein (PPFP) is unusual in that it is the fusion of two transcription factors and it retains the DNA binding domains (DBDs) of both parent proteins [4]. Thus, at least in principle, PPFP should be capable of binding to PAX8 and PPARG response elements and potentially regulating target genes of both transcription factors. However, no data exist to define the genomic binding sites of PPFP, and the largest study characterizing global gene expression patterns in human PPFP carcinomas consisted of only 7 cases [5]. Given these limited data, the mechanism of oncogenesis is poorly understood (reviewed in [6]).

PAX8 is a member of the paired box family of transcription factors and is essential for thyroid gland development [7, 8]. In the mature thyroid, PAX8 drives the expression of numerous thyroid-specific genes [8]. PPARG is a member of the nuclear receptor family of transcription factors. It has no identified role in the normal thyroid and is expressed at extremely low levels in that organ. PPARG is the master regulator of adipogenesis [9], and also plays an important role in macrophage development, where it promotes an anti-inflammatory phenotype [10]. Synthetic agonist ligands for PPARG such as pioglitazone are insulin sensitizers and hence are used to treat type 2 diabetes. PPARG ligands also are ligands for PPFP. In a mouse model of PPFP thyroid carcinoma, pioglitazone was highly therapeutic, greatly shrinking thyroid size and preventing metastatic disease [11]. Pioglitazone was strongly pro-adipogenic in these murine thyroid tumors, converting the thyroid cells into lipid-laden adipocyte-like cells. Although this indicates that PPFP is strongly PPARG-like in the presence of pioglitazone, the mechanism underlying the therapeutic efficacy of pioglitazone in this mouse model of PPFP thyroid carcinoma is not known.

There are no existing cell lines from PPFP thyroid carcinomas. However, PPFP has been stably expressed in the PCCL3 rat thyroid cell line at a level comparable to that in human thyroid cancers, herein denoted PPFP cells [12]. PPFP expression confers upon PCCL3 cells an increased ability to invade through Matrigel and to form colonies in soft agar, both signs of cellular transformation [12]. Thus, PPFP cells are a useful cell culture model to study PPFP-dependent oncogenesis, and potentially, the response to pioglitazone. PCCL3 cells also have been used to create cell culture models of thyroid carcinomas caused by oncogenic driver mutations in *BRAF* [13] and *RAS* [14], and *RET* gene fusions [15].

Here, we have used RNA deep sequencing (RNA-seq) to study the gene expression of PPFP cells versus control empty vector (EV) cells, cultured with and without pioglitazone. We also performed chromatin immunoprecipitation-deep sequencing (ChIP-seq) to identify the PPFP binding sites within the PCCL3 cell genome, and integrated the results with the gene expression data and publicly-available PAX8 and PPARG ChIP-seq data. The results provide novel insights into the transcriptional regulatory activity of PPFP, its oncogenic actions, and the response to pioglitazone.

## RESULTS

### Overview of genes regulated by PPFP in the absence and presence of pioglitazone

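RNA was sequenced from PCCL3 cells, a rat thyroid cell line, that stably express PPFP (PPFP cells) or were transfected with the empty vector (EV cells). Each cell line was treated for 16 hours with 1 μM pioglitazone, a PPARG agonist, or with vehicle, and each of the 4 groups had 3 libraries. Each construct was represented by 1 stable line. The p values between PPFP cells and EV cells therefore cover the spread between cultures, not between independently derived lines. Another difference between the 2 lines cannot be told apart from an effect of PPFP. The authors aligned the paired-end reads to the rn4 rat genome and counted the reads on each gene with HTSeq, without normalization or pooling of replicates. The total count on genes was between 28472379 and 29182499 in EV cells without pioglitazone (median 28765485) and between 27711659 and 35240176 in EV cells with pioglitazone (median 30227482). In PPFP cells it was between 23724703 and 28574235 without pioglitazone (median 26810924) and between 27758562 and 30915433 with pioglitazone (median 28565668). The paper states an average of 88 M reads per sample, whereas the values given here use the read pairs counted on genes, 28.8 M per library on average. The table holds 16816 gene symbols, of which 3447 had no count in any library. Genes with low counts were removed with edgeR's filterByExpr function, and library sizes were scaled by edgeR's TMM method. Each comparison was fitted on its own 6 libraries with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, without a term for the replicate. A gene was called differentially expressed at an adjusted p under 0.05 and a fold change above 2, which are the paper's cut-offs. Expression levels are given as normalized CPM, scaled over all 12 libraries. A group in which every library had at most 3 counts of a gene was treated as being at the floor of detection, and a fold change against it is given as a lower bound. The biological coefficient of variation was 0.141 for PPFP cells versus EV cells without pioglitazone and 0.126 for PPFP cells with versus without pioglitazone. On normalized log2 CPM, the first principal component held 81.2% of the variance and separated the cell lines, and the second held 8.70%.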

An RNA-seq analysis was performed on RNA from PPFP cells versus EV cells treated with or without pioglitazone. PPFP regulated the expression of 1541 genes (628 up, 913 down) in the comparison of PPFP cells versus EV cells without pioglitazone (FDR <0.05 and fold change >2). 

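In the gene counts described above, 10264 genes were tested in PPFP cells versus EV cells without pioglitazone, and 1496 were differentially expressed (746 up, 750 down). Without the requirement on fold change, 4635 genes had an adjusted p under 0.05. The 3 PPFP libraries did not overlap the 3 EV libraries in normalized CPM for 1485 of the 1496 genes, and for 5799 of all tested genes (56.5%), whereas chance gives 10%. Of the alternatives tried, a filter for at least 10 counts in every compared library moved the count most and left 983 genes. With each library left out in turn, the count was between 1468 and 1662. The balance of directions depended on the scaling: with library size alone, an alternative added after the data were examined, 664 genes were up and 853 down. For 172 of the differentially expressed genes, 1 of the groups was at the floor of detection. Among the genes without overlap between groups and with a mean of at least 1 CPM, the largest increase with a value above the floor in both groups was that of Gulo, which went from 1, 5 and 3 counts in the EV libraries to 184 ± 39.9 CPM (SD, n = 3) in PPFP cells, a log2 fold change of 10.78 (standard error 0.33, adjusted p = 2.4e-06). Serpina3n was at least 373-fold higher in PPFP cells, Serpinb5 at least 238-fold, Reln at least 195-fold and Fetub at least 70.7-fold. The 5 lowest fitted log2 fold changes, whose order is not a ranking of the bounds, were those of Pla2r1, at least 95.2-fold lower in PPFP cells, Tspan7, at least 88.2-fold, Ttc12, at least 65.5-fold, Ptgds, at least 64.1-fold, and Fgd4, at least 63.8-fold.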

When both cell lines were cultured with pioglitazone, slightly more genes were differentially expressed (2078; 877 up, 1201 down). 

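With pioglitazone in both cell lines, 10291 genes were tested and 2026 were differentially expressed (957 up, 1069 down), and 5425 genes had an adjusted p under 0.05 at any fold change. The count was between 1967 and 2241 with each library left out in turn, and 1407 with the filter for 10 counts in every library. In 252 of these genes, PPFP cells or EV cells were at the floor of detection. Scaling by library size alone, without the TMM factor, gave a median log2 fold change of all tested genes of -0.12 in this comparison, against 0.012 with the factor, and 817 genes up and 1241 down.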

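The pioglitazone response of PPFP cells was tested on 10064 genes, of which 1486 had an adjusted p under 0.05 and 244 of those also a fold change above 2 (112 up, 132 down). For all 244 genes, and for 3458 tested genes (34.4%), the 3 libraries with pioglitazone did not overlap the 3 without, against the same share by chance as above. With each library left out in turn, the count was between 160 and 296, and the value of 160 was reached without PPFP cells without pioglitazone replicate 3. The libraries with the same number deviate together within this cell line, and a fit with the replicate number as a block called 322 genes, which included all 244, and gave 5198 genes an adjusted p under 0.05 at any fold change. Among the called genes without overlap and with a mean of at least 1 CPM, Aqp7, an aquaporin gene, had the largest increase, from 0.505 ± 0.023 CPM (SD, n = 3) to 11.7 ± 2.95 CPM (SD, n = 3), a log2 fold change of 4.53 (standard error 0.24, adjusted p = 0.00036). The next largest log2 fold changes of these genes were 3.61 for Slc25a34, 3.19 for Endou, 2.75 for Slc47a1 and 2.68 for Plin1. Grrp1 had the largest decrease among them, from 2.03 ± 0.25 CPM (SD, n = 3) to 0.271 ± 0.125 CPM (SD, n = 3), a log2 fold change of -2.85 (standard error 0.32, adjusted p = 0.0027). Within the same limit it was followed by Abcb9 with -2.44, Fam19a5 with -2.24, Fam163a with -2.24 and Il12rb1 with -2.06.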

In a comparison of PPFP cells cultured with versus without pioglitazone, 250 genes were differentially expressed (95 up, 155 down). The differentially expressed genes in all of these comparisons are highly overlapping (Figure 1). In contrast, there were no differentially expressed genes in EV cells cultured with versus without pioglitazone, consistent with the very low expression level of endogenous PPARG in thyroid cells and the specificity of pioglitazone. 

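Of the genes differentially expressed in PPFP cells versus EV cells, 1309 were called both without and with pioglitazone, and 1308 of them changed in the same direction in both comparisons. The exception was Prss39, which was named after its values were seen and had log2 fold changes of 1.47 without and -1.20 with pioglitazone. These comparisons share no library. The filter for 10 counts left 816 genes called in both. A total of 101 genes were called in all 3 comparisons. Another 1208 genes were called in PPFP cells versus EV cells without and with pioglitazone only, 87 with pioglitazone and in the pioglitazone response of PPFP cells only, and 25 without pioglitazone and in that response only. The genes called in a single comparison numbered 162 without pioglitazone, 630 with pioglitazone and 31 in the pioglitazone response.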

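In EV cells with versus without pioglitazone, 10146 genes were tested, none was differentially expressed, and 16 had an unadjusted p under 0.05. None was called with any single library left out. The 16 genes are a smaller share than the 0.05 that chance gives. In this fit the deviation that same-numbered EV libraries share counts as error. The biological coefficient of variation in EV cells was 0.156 without the replicate block and 0.0372 with it. The number 16 is thus no measure of how far a response is absent. With the replicate number as a block, 605 genes had an unadjusted p under 0.05 and 1 an adjusted p under 0.05, but none also passed the fold change above 2. Whether the response differs between the cell lines was tested directly with an interaction term in a fit of all 12 libraries. Of 10482 genes, 97 had a pioglitazone effect more than 2-fold apart between the cell lines at an adjusted p under 0.05 (46 more positive in PPFP cells, 51 more negative), and 89 of them were among the 244 called in PPFP cells. This count was between 52 and 105 with each library left out: it was 52 without PPFP cells without pioglitazone replicate 3, 58 without replicate 2 of that group, 59 without PPFP cells with pioglitazone replicate 2 and 64 without EV cells with pioglitazone replicate 1. A block of the replicate within each cell line, added after the data were examined, gave 269 genes. The smallest adjusted p belonged to Plin2, whose response was 1.88 higher in PPFP cells on the log2 scale (standard error 0.10, adjusted p = 8.2e-06), followed by Fam163a with -2.22 and Gpd1 with 1.69. Of the 244 genes, 192 were also tested in EV cells, and 123 of them (64.1%) changed in the same direction there. The 70 genes induced in PPFP cells had a median log2 fold change of 0.0021 in EV cells (fry test, adjusted p = 0.93), and the 122 repressed genes one of -0.072 (adjusted p = 0.93). For the repressed genes the adjusted p was between 3.1e-06, from the camera test in place of fry, and 0.99 over the alternatives. Their median lay between -0.14 and -0.010 with each library left out. Pparg had 1.60 ± 0.35 CPM (SD, n = 3) in EV cells and 54.1 ± 6.82 CPM (SD, n = 3) in PPFP cells without pioglitazone, a log2 fold change of 5.08 (standard error 0.19, adjusted p = 3.6e-06), and the counts do not separate endogenous Pparg from PPFP. Pax8 had 734 ± 56.3 CPM in EV cells and 694 ± 16.6 CPM in PPFP cells without pioglitazone (SD, n = 3 each; adjusted p = 0.47). The counts do not separate endogenous Pax8 from PPFP either. The expressed PPFP is human and the reads were aligned to the rat genome. How many PPFP reads were counted on Pax8 or Pparg is therefore not known, and these values do not give the PPFP level. The paper sets the lack of a response in EV cells beside the low level of endogenous PPARG and the specificity of pioglitazone.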

Figure 1 shows that 156 of the 250 genes differentially expressed in PPFP cells cultured with versus without pioglitazone also are differentially expressed in PPFP cells versus EV cells cultured without pioglitazone. 

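In the gene counts, 126 genes were called both in PPFP cells versus EV cells without pioglitazone and in the pioglitazone response of PPFP cells. Of these, 87 (69.0%) changed in the same direction (50 up, 37 down) and 39 (31.0%) in opposite directions. A group was at the floor of detection for 14 of the 126 genes. The alternative that moved the total most, apart from single libraries, was the filter for 10 counts, with 79 genes of which 60 changed in the same direction. With each library left out in turn, the total was between 80 and 152, and it was 80 without PPFP cells without pioglitazone replicate 3. Both comparisons use the PPFP libraries without pioglitazone, so that their fold changes are not independent. In 100 draws of unchanged groups simulated with these libraries shared, the correlation across genes of the 2 log2 fold changes had a median of -0.50 (range -0.53 to -0.47), whereas it was 0.22 in the data over 9958 genes. A median of 33.3% of genes had the same sign in the draws, and 57.4% had it in the data. Sharing a group of equal size by itself puts the correlation near -0.50 when no gene changes. The draws hold no changed genes, whereas the data do, so the gap does not measure how far the 2 changes go together. Genes are not independent replicates, and no p is given for these values.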

The PPFP and pioglitazone-induced changes are in the same direction for 130 (83%) of these 156 genes (48 up, 82 down), indicating that pioglitazone reinforces most of the PPFP-induced changes. However, for 26 genes (17%), the changes were in opposite directions such that pioglitazone partially or completely reversed the effects of PPFP.

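Of the 39 genes called with opposite directions, 34 were higher in PPFP cells than in EV cells and fell with pioglitazone. The other 5 were lower in PPFP cells and rose with pioglitazone: Stc2, Vav1, Gfra3, Rarb and Slc38a1, of which all but Stc2 were named after their values were seen. Masp1 had the smallest adjusted p for pioglitazone among the 39. It rose from 1.93 ± 0.56 CPM in EV cells to 8.33 ± 0.62 CPM in PPFP cells and fell to 2.70 ± 0.17 CPM with pioglitazone (SD, n = 3 each), log2 fold changes of 2.11 (standard error 0.22, adjusted p = 0.00025) and -1.61 (standard error 0.12, adjusted p = 0.00071). Oasl, which encodes an oligoadenylate synthetase-like protein, had log2 fold changes of 1.42 in PPFP cells versus EV cells and -1.23 with pioglitazone. Stc2 had log2 fold changes of -1.77 and 1.06. From the larger group of genes changed in the same direction, the paper concludes that pioglitazone reinforces most PPFP-induced changes.

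**Figure D1:**
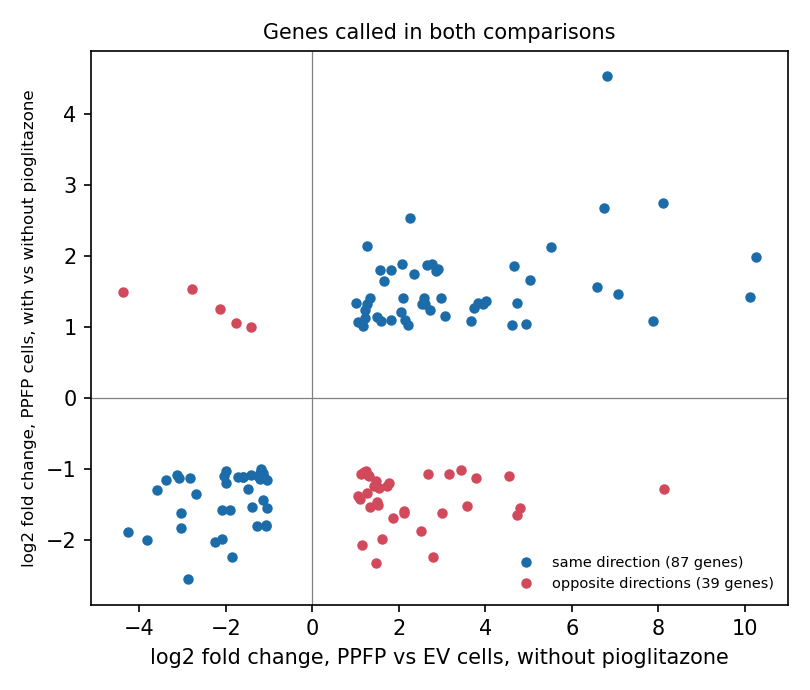
Log2 fold change of the 126 genes called in both comparisons, in PPFP versus EV cells without pioglitazone (horizontal axis) and in PPFP cells with versus without pioglitazone (vertical axis), 1 point per gene. The 87 genes changed in the same direction lie in the upper right and lower left, and the 39 changed in opposite directions in the other quadrants.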

**Figure 1:**
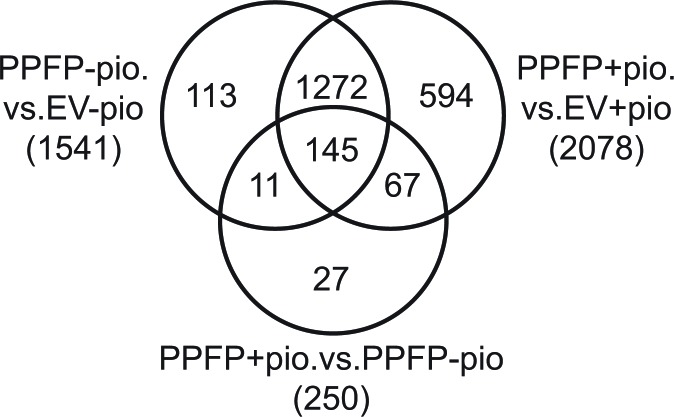
Venn diagram illustrating the overlap of genes regulated by PPFP in comparisons of PPFP and EV cells cultured with and without pioglitazone The total number of differentially expressed genes for each comparison is shown in parentheses, using FDR<.05 and fold change >2 as cut-offs.

### PPFP regulates processes related to oncogenesis

Gene expression changes in PPFP cells versus EV cells in the absence of pioglitazone potentially are relevant to the oncogenic actions of PPFP. We subjected this comparison to a functional enrichment analysis using Gene Ontology (GO) terms and KEGG pathways [16, 17]. We identified 162 enriched gene sets (FDR<0.05), 55 of which were induced by PPFP and 107 repressed. The 15 induced and 15 repressed gene sets with the lowest q-values are shown in Table 1, and the full list is provided in Supplemental Table S1. 

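The authors' enrichment analysis with GO and KEGG sets was not repeated here. Instead, 13 gene lists named after sets in Tables 1, 3, S1, S2 and S5 were tested. All but that of Table S5 were written by hand. The test was limma's camera test at a preset inter-gene correlation of 0.01, on log2 CPM with voom weights. Benjamini-Hochberg adjustment was made over the lists. The value given for a list is the median log2 fold change of its genes. In PPFP cells versus EV cells without pioglitazone, 4 lists had an adjusted p under 0.05: adipocyte PPARG target genes, ROS-related genes, proteasome subunits and fatty acid oxidation. The ROS-related genes, those of Table S5, were chosen by the study on the same libraries, so their call is not independent evidence. The proteasome list was not called by the fry test, which called the other three, and no list was called by camera with the correlation estimated from the data. Synaptic vesicle genes, of which 17 were tested, had a median of -0.44, with 6 higher and 11 lower in PPFP cells (adjusted p = 0.074). The fry test gave this list an adjusted p of 0.010, and over all alternatives it was between 0.010 and 0.79. By gene, 10 of the 17 had an adjusted p under 0.05, and 11 when adjusted over the list alone.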

Many of the induced gene sets involve processes directly related to cancer biology. For example, gene sets related to the cell cycle include *MCM complex*, *deoxyribonucleotide biosynthetic process*, *DNA replication*, and others. 

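All 6 genes of the MCM complex, Mcm2 to Mcm7, had a higher mean in PPFP cells than in EV cells without pioglitazone, with log2 fold changes between 0.015 and 0.76 and a median of 0.49. No MCM gene had an adjusted p under 0.05 over all genes or adjusted over the list alone, and the list had a camera adjusted p of 0.26. The MCM median was 0.19 without PPFP cells without pioglitazone replicate 1, and 0.23 and 0.83 without EV cells without pioglitazone replicates 2 and 3. A list of 31 genes of the cell cycle, DNA replication and the spindle checkpoint had a median of 0.25, with 22 genes higher in PPFP cells (adjusted p = 0.27). Of these genes 3 had an adjusted p under 0.05, and the same number when adjusted over the list alone. Individual libraries decided this value. The median of the cell cycle list was 0.0047 without EV cells without pioglitazone replicate 2, -0.064 without PPFP cells without pioglitazone replicate 1, and 0.53 without EV cells without pioglitazone replicate 3, the only fit among the alternatives that called the list (adjusted p = 0.023; range over alternatives 0.023 to 0.96).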

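The mRNA level of Ccnb1 was 143 ± 76.4 CPM in EV cells and 216 ± 119 CPM in PPFP cells without pioglitazone (SD, n = 3 each), a log2 fold change of 0.60 (standard error 0.45, adjusted p = 0.32). Cdk1 had 132 ± 62.1 CPM in EV cells and 180 ± 84.4 CPM in PPFP cells (SD, n = 3 each), a log2 fold change of 0.45 (standard error 0.40, adjusted p = 0.39). Neither difference exceeded the spread between replicates in this test. The 3 libraries of each group ranged from 82.9 to 229 CPM in EV cells and from 145 to 354 CPM in PPFP cells for Ccnb1. With pioglitazone in both cell lines, the log2 fold changes were 0.88 for Ccnb1 (adjusted p = 0.17) and 0.84 for Cdk1 (adjusted p = 0.14). They lay between 0.44 and 1.43 for Ccnb1 and between 0.50 and 1.30 for Cdk1 with each library left out in turn. In that comparison both genes had an adjusted p under 0.05 with the exact test in place of the quasi-likelihood test and without EV cells with pioglitazone replicate 3, which gave 0.029 for each gene (range over alternatives 0.029 to 0.48 for Ccnb1 and 0.025 to 0.38 for Cdk1). Plk3 rose from 3.39 ± 0.40 CPM in EV cells to 14.1 ± 1.24 CPM in PPFP cells (SD, n = 3 each), a log2 fold change of 2.06 (standard error 0.15, adjusted p = 4.2e-05), and to 32.3 ± 4.12 CPM in PPFP cells with pioglitazone. Its change with pioglitazone in PPFP cells was 1.21 on the log2 scale (standard error 0.12, adjusted p = 0.0021).

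**Figure D2:**
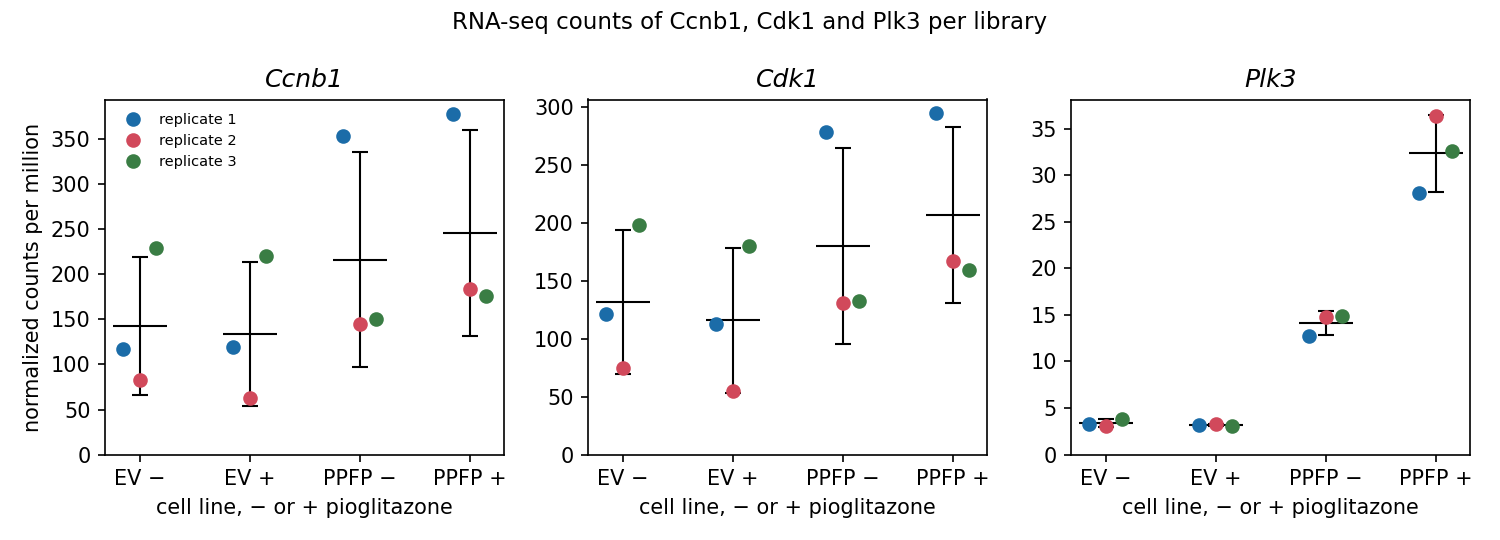
Normalized CPM of Ccnb1, Cdk1 and Plk3 in each library of the 4 groups, with the group mean and SD. For Ccnb1 and Cdk1 the libraries of the 2 cell lines overlap without pioglitazone, and for Plk3 all 3 PPFP libraries without pioglitazone lie above all 3 EV libraries.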

Three cell cycle-related genes within these gene sets (*Ccnb1*, *Cdk1* and *Plk3*) were investigated further and were also found to be induced at the protein level by PPFP (Figure 2). Consistent with the enrichment of cell cycle-related gene sets, cellular DNA content analysis by flow cytometry demonstrated that a greater fraction of PPFP cells than EV cells are in the S and G2/M phases of the cell cycle, and a lesser fraction are in G1 (Figure 3).

**Figure 2:**
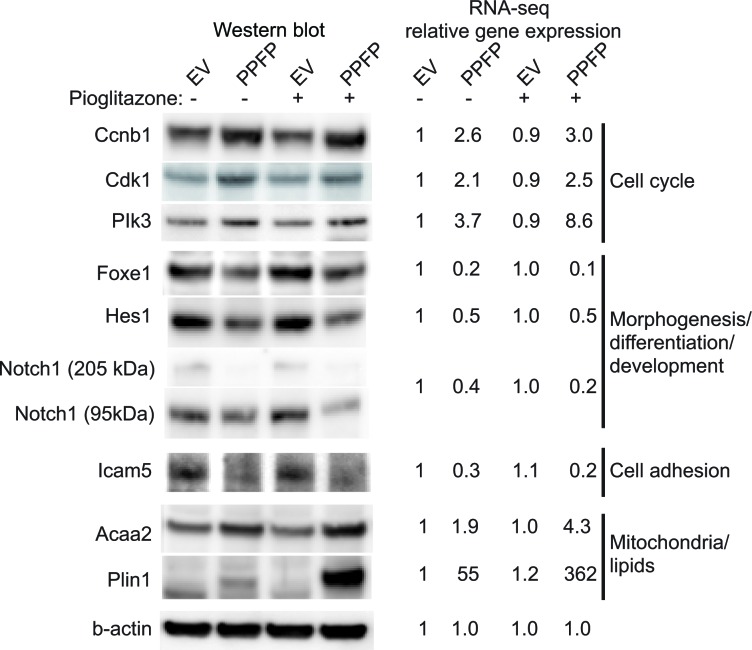
Western blot analysis and RNA-seq expression data of selected genes in PPFP and EV cells cultured without and with pioglitazone RNA-seq data are normalized relative to EV cells cultured without pioglitazone. The genes are organized by concepts related to the gene set names with which they are associated, as described in Results. Although grouped together in one figure, the expression of these proteins without and with pioglitazone is presented at several different places within Results.

**Figure 3:**
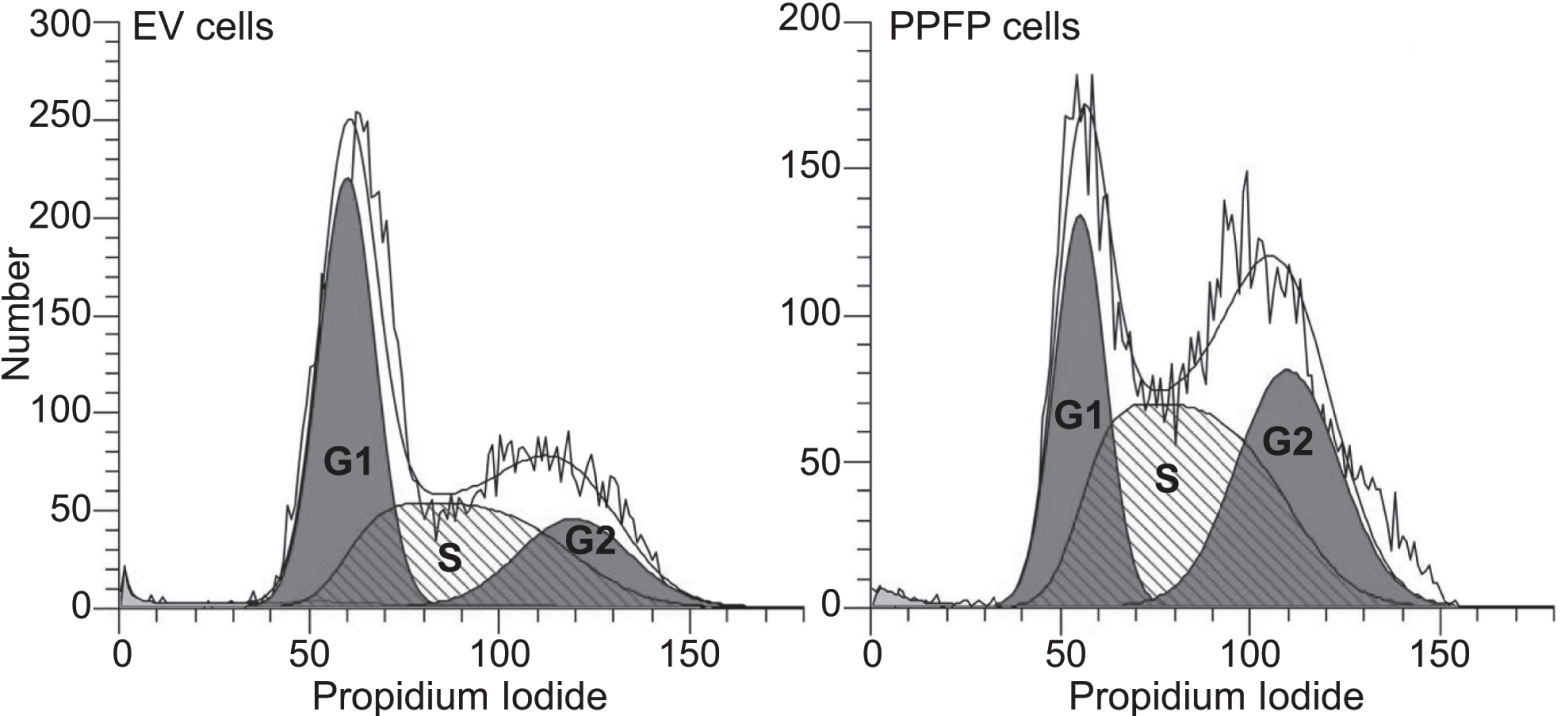
DNA content analysis of EV and PPFP cells Cells were fixed, stained with propidium iodide and analyzed by flow cytometry using ModFit LT version 4.1 software. The graphs show the histograms and the derived areas of the G1, S and G2/M (labeled G2) phases of the cell cycle. These are quantified for EV cells as G1 45%, S 36% and G2/M 19%; and for PPFP cells, G1 26%, S 43% and G2/M 31% of cells.

Other highly significant cancer-related processes were related to proteasome/protein folding, immune function and oxidative stress (Table 1 and Supplemental Table S1). 

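Of the 37 proteasome subunit genes tested, 33 were higher in PPFP cells than in EV cells without pioglitazone, with a median log2 fold change of 0.29 and a camera adjusted p of 0.014. The adjusted p of this list was between 0.00024 and 0.79 over the alternatives, and it was 0.12 without EV cells without pioglitazone replicate 2, with a median of 0.18, and 0.19 without PPFP cells without pioglitazone replicate 1. By gene, 11 subunits had an adjusted p under 0.05, and 3 when adjusted over the list alone. Chaperones (65 genes) had a median of 0.11 with 39 genes higher (adjusted p = 0.26), and 29 genes had an adjusted p under 0.05 over all genes as well as over the list alone. The median of the chaperones was 0.040 without PPFP cells without pioglitazone replicate 1 and 0.18 without replicate 2 of that group. MHC genes (41 genes) had a median of 0.16 with 29 higher (adjusted p = 0.16; range over alternatives 0.044 to 0.79), and were called only without EV cells without pioglitazone replicate 1, at 0.044 with a median of 0.26. Among them 10 genes had an adjusted p under 0.05, the same number as when adjusted over the list alone. The 49 genes of Table S5, which the paper groups as related to reactive oxygen species, had a median of 0.42 with 36 higher (adjusted p = 0.0028). The study chose these 49 genes on the same libraries, so this adjusted p is not independent evidence.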

Gene sets related to mitochondria/lipids also were enriched, consistent with PPARG-like activity of PPFP. 

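Acaa2, which encodes a mitochondrial thiolase of fatty acid oxidation, had 377 ± 21.5 CPM in EV cells and 681 ± 46.2 CPM in PPFP cells without pioglitazone (SD, n = 3 each). Its log2 fold change was 0.86 (standard error 0.09, adjusted p = 0.00024), which is under the 2-fold cut-off, and the 3 PPFP libraries all lay above the 3 EV libraries. Plin1, which encodes the lipid droplet protein perilipin, had 0.056 ± 0.070 CPM in EV cells, from 4, 0 and 1 counts, and 6.44 ± 0.53 CPM in PPFP cells (SD, n = 3 each). Its log2 fold change was 6.74 (standard error 0.47, adjusted p = 3.5e-05) and lay between 6.19 and 8.24 with each library left out in turn, the highest without EV cells without pioglitazone replicate 1.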

We confirmed the induction by PPFP of two such PPARG target genes, *Acaa2* and *Plin1*, at the protein level (Figure 2).

Twenty-two of the 107 repressed gene sets contain the word *morphogenesis, differentiation* or *development* (Tables 1 and S1), consistent with the expectation that, as an oncogene, PPFP enforces a less differentiated state. 

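Foxe1, a thyroid transcription factor gene, fell from 873 ± 30.4 CPM in EV cells to 132 ± 16.0 CPM in PPFP cells without pioglitazone (SD, n = 3 each), a log2 fold change of -2.72 (standard error 0.11, adjusted p = 4.0e-06). Fgfr2 fell from 475 ± 59.5 to 213 ± 7.46 CPM (SD, n = 3 each), a log2 fold change of -1.16 (standard error 0.11, adjusted p = 0.00013). For the other genes the change was smaller than 2-fold. Hhex had a log2 fold change of -0.99 (standard error 0.11, adjusted p = 0.00029) and Notch1 of -0.94 (standard error 0.11, adjusted p = 0.00043). Hes1 had 222 ± 33.1 CPM in EV cells and 149 ± 27.4 CPM in PPFP cells (SD, n = 3 each), a log2 fold change of -0.58 (standard error 0.16, adjusted p = 0.023). The adjusted p of Hes1 was 0.070 without EV cells without pioglitazone replicate 1, 0.069 without replicate 2 of that group and 0.056 without PPFP cells without pioglitazone replicate 3 (range over alternatives 0.0022 to 0.070). A list of 20 thyroid differentiation genes had a median log2 fold change of -0.51, with 12 genes lower (camera adjusted p = 0.20). The fry test, which gave this list an adjusted p of 0.0025, was the only alternative that called it (range over alternatives 0.0025 to 0.79), and 16 of its genes had an adjusted p under 0.05, or 17 adjusted over the list alone.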

The repressed genes include several involved in thyroid differentiation, including *Fgfr2* [18], *Hhex* [19], *Foxe1* [20], *Hes1* [21] *and Notch1* [22], the latter three of which were confirmed at the protein level (Figure 2). The repressed gene sets also include *cell adhesion*, *extracellular matrix*, and several related terms. 

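The 21 collagen and laminin genes tested had a median log2 fold change of -0.64 in PPFP cells versus EV cells without pioglitazone, with 7 higher and 14 lower and log2 fold changes between -3.97 and 3.54. The list had a camera adjusted p of 0.23 and was not called under the alternatives. Its median was -0.27 and -0.29 without EV cells without pioglitazone replicates 1 and 2. Its genes with an adjusted p under 0.05 numbered 12, of which 5 were higher in PPFP cells, and 13 when adjusted over the list alone.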

Repressing these gene sets could facilitate invasion and metastases. 

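Icam5 had 7.42 ± 1.17 CPM in EV cells and 2.90 ± 0.74 CPM in PPFP cells without pioglitazone (SD, n = 3 each), a log2 fold change of -1.35 (standard error 0.23, adjusted p = 0.0023). With each library left out in turn the log2 fold change lay between -1.54 and -1.16. The beta actin gene Actb, the loading control of the western blots, had 1889 ± 103 CPM in EV cells and 1951 ± 121 CPM in PPFP cells (SD, n = 3 each; adjusted p = 0.69).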

We confirmed PPFP-dependent repression of the cell adhesion protein Icam5 at the protein level (Figure 2).

**Table 1:** Fifteen induced and 15 repressed gene sets with the lowest q-values in PPFP cells versus EV cells cultured without pioglitazone

Concept.ID	Concept.name	*p*-value	*q*-value	Status PPFP *vs* EV
GO:0071346	cellular response to interferon-gamma	6.17E-07	1.37E-04	up
GO:0030529	ribonucleoprotein complex	8.09E-06	1.71E-04	up
GO:0005740	mitochondrial envelope	5.07E-05	6.49E-04	up
GO:0005811	lipid particle	8.27E-05	8.87E-04	up
GO:0046689	response to mercury ion	1.72E-05	1.05E-03	up
GO:0005730	nucleolus	2.08E-04	2.04E-03	up
GO:0004364	glutathione transferase activity	3.24E-05	2.25E-03	up
rno00480	Glutathione metabolism	1.29E-05	2.48E-03	up
GO:0042555	MCM complex	2.92E-04	2.54E-03	up
GO:0071219	cellular response to molecule of bacterial origin	6.99E-05	2.75E-03	up
GO:0071398	cellular response to fatty acid	1.02E-04	3.35E-03	up
GO:0006396	RNA processing	1.22E-04	3.56E-03	up
GO:0071384	cellular response to corticosteroid stimulus	1.23E-04	3.56E-03	up
GO:0000502	proteasome complex	5.06E-04	3.95E-03	up
GO:0006457	protein folding	2.13E-04	5.08E-03	up
GO:0008021	synaptic vesicle	1.36E-14	6.25E-12	down
GO:0007267	cell-cell signaling	1.98E-09	7.03E-06	down
GO:0004888	transmembrane signaling receptor activity	3.96E-08	2.75E-05	down
GO:0048858	cell projection morphogenesis	3.74E-08	2.95E-05	down
GO:0048730	epidermis morphogenesis	4.75E-08	2.95E-05	down
GO:0044306	neuron projection terminus	1.12E-06	3.45E-05	down
GO:0050808	synapse organization	1.10E-07	4.87E-05	down
GO:0048667	cell morphogenesis involved in neuron differentiation	1.38E-07	4.92E-05	down
GO:0004872	receptor activity	1.56E-07	5.40E-05	down
GO:0043534	blood vessel endothelial cell migration	2.87E-07	8.80E-05	down
GO:1901342	regulation of vasculature development	5.06E-07	1.28E-04	down
GO:0045995	regulation of embryonic development	1.15E-06	1.77E-04	down
GO:0090288	negative regulation of cellular response to growth factor stimulus	2.02E-06	2.55E-04	down
GO:0007167	enzyme linked receptor protein signaling pathway	2.91E-06	3.13E-04	down
GO:0051960	regulation of nervous system development	3.10E-06	3.24E-04	down

### PPFP can induce or repress PAX8-regulated genes

PAX8 induces thyroid-specific genes such as *Tg*, but only limited data exist to define PAX8-responsive genes more broadly. In a previous publication [23], siRNA knockdown of PAX8 in PCCL3 cells yielded 601 differentially expressed genes that also were tested in our data set. In general the magnitude of change was modest in the siRNA experiment, with 296 genes showing a fold change >1.2 (siPAX8 induced 175 genes and repressed 121). We determined what fraction of these siPAX8-responsive genes was differentially expressed in PPFP cells versus EV cells cultured without pioglitazone (using FDR<0.05 and fold change >1.5 as cut-offs). 

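At a fold change above 1.5 and an adjusted p under 0.05, 2747 genes were differentially expressed in PPFP cells versus EV cells without pioglitazone (1364 up, 1383 down). Over the alternatives the number was between 2226, with the filter for 10 counts, and 3015, without EV cells without pioglitazone replicate 3. With library size alone 1166 genes were up and 1638 down. The siPAX8 data were not used here.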

As shown in Table 2, slightly more than half of siPAX8-regulated genes are regulated by PPFP, and the direction of regulation is discordant about 2/3 of the time (*p* = 0.00015 for observing this level of discordance by chance; Fisher's exact test). Since induction by siPAX8 implies repression by PAX8 and vice versa, the data indicate that PAX8 and PPFP regulate gene expression in the same direction for ~2/3 of the genes, and in opposite directions for ~1/3.

**Table 2:** Regulation of PAX8-responsive genes by PPFP

	PPFP induces	PPFP represses	PPFP no change	Total
siPAX8 induces	32 (18%)	62 (35%)	81 (46%)	175 (100%)
siPAX8 represses	47 (39%)	24 (20%)	50 (41%)	121 (100%)
Total	79	86	131	296

### PPFP regulates genes related to fatty acid metabolism and mitochondrial function, especially in the presence of pioglitazone

The 55 induced gene sets in the comparison of PPFP cells versus EV cells in the absence of pioglitazone include several related to mitochondria, fatty acids and lipids, such as *mitochondrial envelope*, *lipid particle*, and *cellular response to fatty acid* (Tables 1 and S1). 

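Of 81 genes for subunits of the oxidative phosphorylation complexes, 52 were higher in PPFP cells than in EV cells without pioglitazone, with a median log2 fold change of 0.088 (camera adjusted p = 0.17; range over alternatives 0.0099 to 0.79). The list was called without EV cells without pioglitazone replicate 3, at 0.0099 with a median of 0.16, and its median was 0.022 without replicate 2 of that group and 0.13 without PPFP cells without pioglitazone replicate 2. By gene, 23 had an adjusted p under 0.05 (16 up), and 21 when adjusted over the list alone. Fatty acid oxidation genes (34 genes) had a median of 0.22 with 24 higher (adjusted p = 0.045; range over alternatives 0.0072 to 0.70). This adjusted p was above 0.05 in 4 of the fits that left out a library: 0.071 without EV cells without pioglitazone replicate 2, and 0.065, 0.053 and 0.0503 without PPFP cells without pioglitazone replicates 1, 2 and 3. In this list 22 genes had an adjusted p under 0.05 (16 up), the same number as when adjusted over the list alone.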

The induced genes in these gene sets include adipocyte PPARG target genes such as *Acaa2* and *Plin1*, demonstrating that PPFP is PPARG-like on a subset of target genes. This is consistent with the fact that several PPARG target genes have been shown to be induced in human PPFP thyroid carcinomas [5]. However, the PPARG-like activity of PPFP is much more striking in the presence of pioglitazone. 

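The 26 adipocyte PPARG target genes tested had a median log2 fold change of 1.61 in PPFP cells versus EV cells without pioglitazone, and 23 of them were higher in PPFP cells (camera adjusted p = 1.0e-08; range over alternatives 9.5e-10 to 0.43). The median was the same with the 4 genes at the floor of detection in EV cells set to their lower bounds, and lay between 1.57 and 1.65 with each library left out. An adjusted p under 0.05 was found for 23 genes (21 up), both over all genes and adjusted over the list alone. From the induced genes of this kind, the paper concludes that PPFP is PPARG-like on a subset of target genes.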

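In PPFP cells with versus without pioglitazone, the adipocyte PPARG target list had a median log2 fold change of 0.89, and 23 of the 26 genes were higher with pioglitazone (camera adjusted p = 1.1e-13; 0.084 with the correlation estimated from the data, the only alternative that did not call it). Of its genes 21 had an adjusted p under 0.05 (19 up), and 23 when adjusted over the list alone. In this comparison 8 lists were called by camera, fry called all of them except the cell cycle list, and camera with the estimated correlation called only the fatty acid oxidation list. Oxidative phosphorylation genes had a median of 0.018, proteasome subunits 0.014 and chaperones 0.011, and the sign of these medians changed with scaling by library size alone and with the library left out. The adjusted p was 0.25 for oxidative phosphorylation genes and 0.67 for proteasome subunits, both of which were called without PPFP cells without pioglitazone replicate 1, at 0.038 and 0.022, and 0.62 for chaperones. The MCM complex had a median of 0.085 (adjusted p = 0.80), which lay between -0.28 without PPFP cells with pioglitazone replicate 1 and 0.41 without PPFP cells without pioglitazone replicate 1. The cell cycle list had a median of 0.19 with 27 of its genes higher (adjusted p = 0.030), which was -0.067 (adjusted p = 0.53) without PPFP cells with pioglitazone replicate 1, and the list was not called without PPFP cells without pioglitazone replicates 2 and 3, at 0.24 and 0.16 with medians of 0.026 and 0.066, while the median was 0.46 without replicate 1 of that group. Collagens and laminins had a median of -0.31 (20 genes tested, adjusted p = 0.62), MHC genes -0.30 with 34 of 41 lower (adjusted p = 3.7e-06), thyroid differentiation genes -0.32 with 14 of 20 lower (adjusted p = 0.013) and synaptic vesicle genes -0.17 with 15 of 17 lower (adjusted p = 0.0031). For synaptic vesicle genes the median was -0.33 and -0.43 without PPFP cells with pioglitazone replicates 2 and 3 and -0.43 without PPFP cells without pioglitazone replicate 1. For collagens and laminins it was -0.091 without PPFP cells with pioglitazone replicate 1, and -0.48, -0.13 and -0.20 without PPFP cells without pioglitazone replicates 1, 2 and 3.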

We found that 117 gene sets are enriched in the comparison of PPFP cells cultured with versus without pioglitazone (52 induced, 65 repressed) (Supplemental Table S2). The 10 most significant gene sets are all induced by pioglitazone, and all relate to fatty acid metabolism and PPAR activity (Table 3). 

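The 34 fatty acid oxidation genes had a median log2 fold change of 0.41 in PPFP cells with versus without pioglitazone, and 28 of them rose (camera adjusted p = 7.1e-12; range over alternatives 4.7e-14 to 0.016). An adjusted p under 0.05 was found for 19 genes, all of which rose, and for 21 when adjusted over the list alone. Peroxins, the peroxisome assembly genes, had a median of 0.063 with 13 of 17 genes higher (adjusted p = 0.046; range over alternatives 0.016 to 0.43). The peroxin list was not called without PPFP cells with pioglitazone replicate 2, at 0.073, without replicate 3 of that group, at 0.076, or without PPFP cells without pioglitazone replicate 1, at 0.11 with a median of 0.027. With the replicate block its adjusted p was 0.084, and without PPFP cells with pioglitazone replicate 1 its median was 0.11. Without pioglitazone, peroxins had a median of 0.12 in PPFP cells versus EV cells (adjusted p = 0.41), and the median was -0.0018 without EV cells without pioglitazone replicate 3, and 0.20 and 0.020 without PPFP cells without pioglitazone replicates 1 and 2.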

Among the PPARG target genes in these gene sets, we confirmed the inductions of *Acaa2* and *Plin1* at the protein level, as noted previously (Figure 2).

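In PPFP cells with pioglitazone, Acaa2 reached 1566 ± 100.2 CPM (SD, n = 3), a log2 fold change of 1.21 over PPFP cells without pioglitazone (standard error 0.07, adjusted p = 0.00037). Plin1 reached 40.9 ± 7.20 CPM (SD, n = 3), an increase of 2.68 on the log2 scale (standard error 0.16, adjusted p = 0.00041), and was at least 435-fold higher than in EV cells with pioglitazone, which were at the floor of detection. The interaction term of Acaa2, which compares its response between the cell lines, was 1.17 on the log2 scale (standard error 0.11, adjusted p = 0.00042).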

**Table 3:** The 10 induced gene sets with the lowest q-values in the comparison of PPFP cells cultured with versus without pioglitazone all relate to fatty acid metabolism, mitochondria and PPAR activity

Gene set ID	Description	*q*-value
GO:0009062	fatty acid catabolic process	7.00E-11
GO:0019395	fatty acid oxidation	1.53E-10
GO:0004091	carboxylesterase activity	1.93E-09
rno03320	PPAR signaling pathway	4.55E-08
GO:0006637	acyl-CoA metabolic process	2.15E-07
GO:0006641	triglyceride metabolic process	4.81E-07
GO:0005777	peroxisome	5.61E-07
GO:0005740	mitochondrial envelope	5.96E-07
GO:0005759	mitochondrial matrix	1.03E-06
GO:0071398	cellular response to fatty acid	2.74E-06

### Overview of the PPFP cistrome

We performed ChIP-seq analysis on PPFP to begin to understand the DNA binding properties of PPFP and the genes it is likely to regulate through direct interactions. 

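DNA bound by PPFP, which carries a Myc tag, was immunoprecipitated with an anti-Myc antibody from PPFP cells treated with pioglitazone for 16 hours, and was sequenced together with input DNA from the same cells. There was 1 ChIP library and 1 input library, so that no value for the peaks has a replicate error. The authors aligned the single-end reads to rn4 with BWA, called peaks with MACS2 at a q under 0.05 and removed peaks marked by PePr as artifacts of PCR duplication. The peak lists give positions, the fold enrichment over the local background at the summit, and p and q values, and hold no read counts, so that the depth behind a peak is not given here. The peaks were counted as listed, and their overlap with the peaks called in the input library was computed from their positions. Positions relative to genes and motifs within peaks were not analysed here.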

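The list of PPFP peaks held 20277 peaks on 21 chromosomes, with a median width of 342 bp (range 201 to 2392 bp) and a median fold enrichment of 6.77 (range 1.93 to 86.7). A q under 0.01 was reached by 20221 peaks (99.7%), and a fold enrichment of at least 10 by 4749 peaks (23.4%). The strongest peak by fold enrichment lay on chromosome 2 of rn4 between 191353773 and 191354620 (fold enrichment 86.7). The next peaks were on chromosome 19 between 51043774 and 51044975 (76.8) and on chromosome 16 between 81141868 and 81142688 (68.0). These 3 peaks were chosen after their values were seen. Of the 20277 peaks, 8 overlapped a peak called in the input library (0.0395%, Wilson 95% confidence interval 0.0200% to 0.0778%, which covers counting error only). With the requirement that the summit lie inside the input peak, 3 peaks overlapped (0.0148%).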

Using an FDR<.05, we identified 20,277 PPFP peaks in the PCCL3 cell genome. As has been found previously for PAX8 [23] and PPARG [24], most PPFP peaks are intergenic. However, we observed an enrichment of PPFP peaks in genic regions, and most strikingly within 1 kb of transcription start sites (TSS's) (2.9-fold enriched) (Figure 4). PPFP peaks also are enriched 2-fold from −5 to −1 kb of TSS's and 1.7-fold in first introns, and are under-represented (0.8-fold) in intergenic regions.

**Figure 4:**
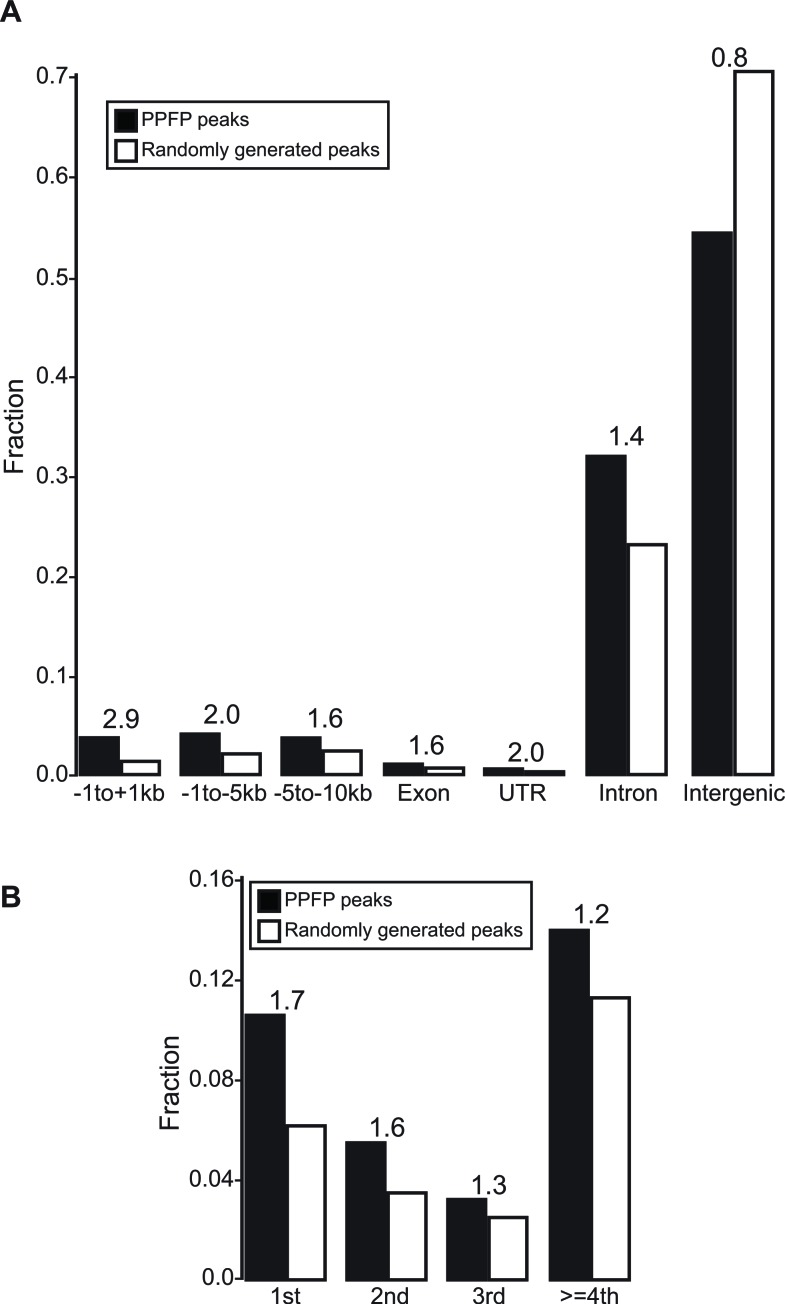
Annotation of PPFP peaks versus randomly generated peaks, relative to genic and intergenic regions **A.** Peaks were assigned to one region only with the prioritization going from left to right. **B.** The intron group of A is divided into individual introns. The numbers above the bars indicate the ratios of PPFP to randomly generated peaks.

Since PPFP contains DBDs from both PAX8 and PPARG, in principle it could bind to the DNA motifs recognized by both transcription factors. This is what was observed, as we identified the PPARG and PAX8 motifs *de novo* as the top two most overrepresented sequences within the peak regions using HOMER [25]. Overall, 65% of PPFP peaks contain a PPARG motif and/or a PAX8 motif, and these partially overlap (Figure 5A). An unexpected finding was that 50% of the peaks with a PAX8 motif also contain a PPARG motif. This is interesting because a much lower rate of PPARG motifs would be expected near PAX8 motifs if PPFP uses only one of the two DBDs for every binding site. To investigate if the co-localizations of the two motifs were due to false-positive matches of the motif position weight matrices to the sequences, we examined the motif locations relative to the peak centers. The results show that both the PAX8 and PPARG motifs are centered within these PPFP peaks, as would be expected if both are functionally relevant to DNA binding (Figure 5B). This suggests that PPFP prefers to bind to the subset of PAX8 motifs that have nearby PPARG motifs. To evaluate this further, we took advantage of the fact that a ChIP-seq analysis has been published for PAX8 in PCCL3 cells [23]. We first filtered the PAX8 peaks by whether they contained at least one PAX8 motif, to remove potential false positive peaks that could confound the analysis. We then asked what fraction of the PAX8 peaks that contain a PAX8 motif and do or do not overlap with our PPFP peaks also contain a PPARG motif. As shown in Figure 5C, PPARG motifs are enriched in the PAX8 peaks to which PPFP also binds (odds ratio=1.9, *p*-value<2.2e-16, Fisher's exact test), confirming that PPFP preferentially binds to the subset of PAX8 peaks that also contain a PPARG motif.

**Figure 5:**
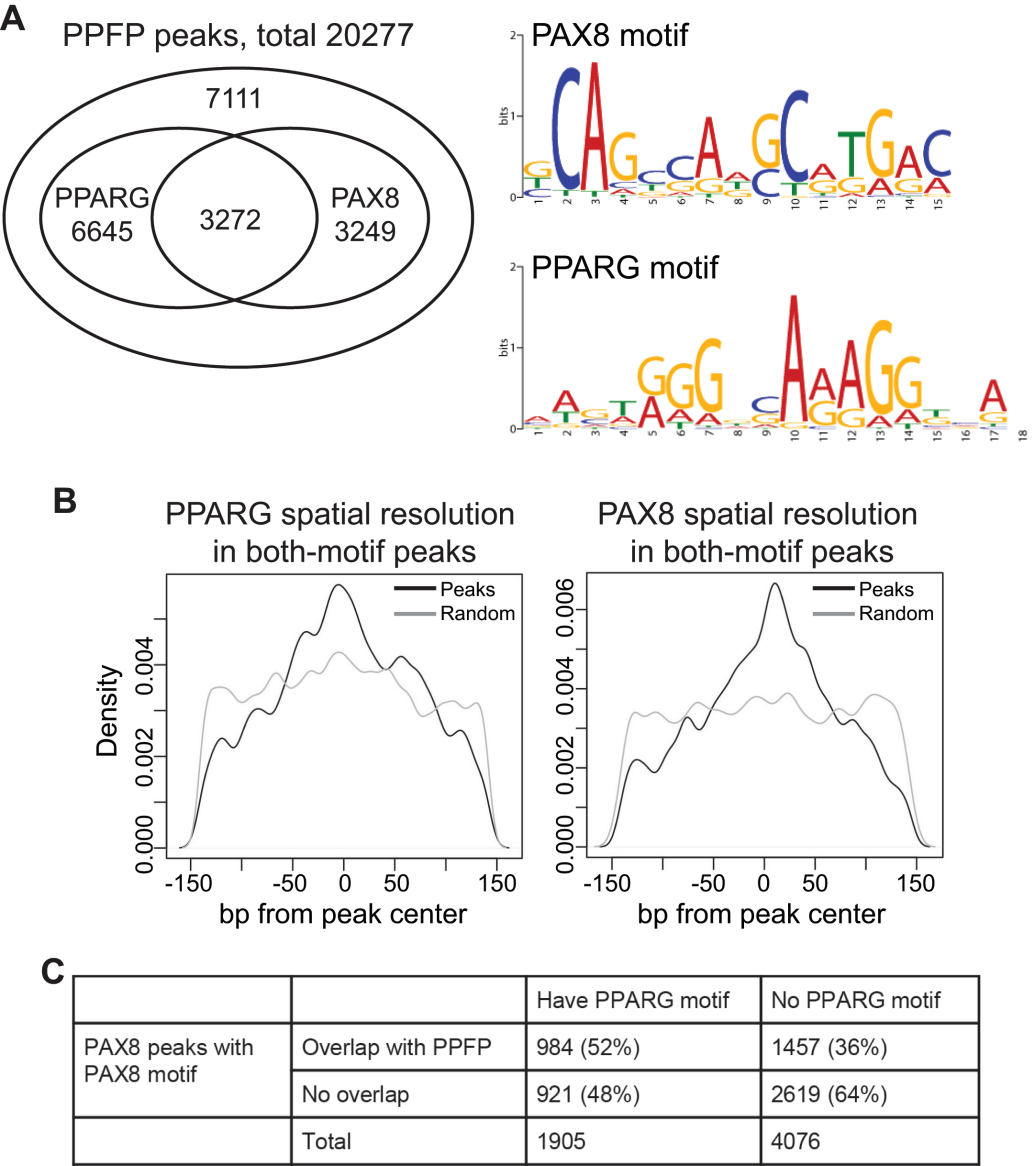
PPFP peaks contain PAX8 and/or PPARG motifs **A.** Venn diagram showing the overlap of PAX8 and PPARG motifs within PPFP peaks, and the logos for PAX8 and PPARG motifs. **B.** Spatial resolution analysis showing that both the PAX8 and PPARG motifs are centered in the PPFP peaks that contain both motifs (black lines). The grey lines show the flat distribution of each motif in randomly sampled 300bp regions across genome, serving as negative controls. **C.** The peaks with PAX8 motifs identified in a previously published [23] PAX8 ChIP-seq analysis of PCCL3 cells were divided into those that overlap or not with the PPFP peaks identified in this study. These were then subdivided into peaks with or without PPARG motifs. PPARG motifs are enriched in the PAX8 peaks that overlap with PPFP peaks, *p* < 2.2e-16, Fisher's exact test.

### Overview of genes and gene sets containing PPFP peaks

PPFP peaks were found to encompass a number of known functional response elements in classic PAX8 and PPARG responsive genes. For example, PPFP peaks encompass the PAX8 response element in the *Tg* promoter [26] and the PPARG response element in the *Aqp7* promoter [27].

One hundred sixty eight GO terms were identified as enriched with PPFP peaks (FDR<0.05), after associating peaks with the gene having the nearest TSS (Supplemental Table S3). Nine of the 15 GO terms with the lowest *q*-values are related to immune function, development/differentiation, or lipid metabolism, and the GO terms in the full list include additional cancer-related concepts such as *negative regulation of programmed cell death*, *regulation of cell migration*, *G1/S transition of mitotic cell cycle*, and *Wnt receptor signaling pathway*.

In subsequent analyses, we focused on gene sets that are both enriched in the ChIP-seq analysis and enriched among the differentially expressed genes by RNA-seq analysis. Eight such gene sets were induced in PPFP cells versus EV cells cultured without pioglitazone, and 13 were repressed (Table 4). Seven of the 8 induced gene sets relate to mitochondria, and include direct PPARG target genes such as *Plin1*. The one additional induced gene set, *G1/S transition of mitotic cell cycle*, includes genes such as *Plk3* that promote progression through the cell cycle and cell division. The inductions of *Plin1* and *Plk3* were confirmed at the protein level, as noted previously (Figure 2).

In contrast, the 13 repressed gene sets relate mostly to protein signaling (4 gene sets), morphogenesis/development/differentiation (4 gene sets), and cell communication/extracellular matrix/adhesion (4 gene sets). The repressed genes in these gene sets include the thyroid development genes *Fgfr2* [18] and *Hhex* [19].

**Table 4:** Gene sets enriched in PPFP peaks by ChIP-seq analysis and differentially expressed in PPFP cells versus EV cells cultured without pioglitazone

Gene set ID	Description	*q*-value ChIP	*q*-value RNA-seq PPFP *vs* EV without pioglitazone	Status PPFP *vs* EV
GO:0005740	mitochondrial envelope	0.024	6.49E-04	induced
GO:0044429	mitochondrial part	8.30E-04	7.19E-04	induced
GO:0005743	mitochondrial inner membrane	0.029	7.19E-04	induced
GO:0031966	mitochondrial membrane	0.029	8.51E-04	induced
GO:0005811	lipid particle	0.0088	8.87E-04	induced
GO:0019866	organelle inner membrane	0.024	9.99E-04	induced
GO:0019915	lipid storage	0.030	0.010	induced
GO:0000082	G1/S transition of mitotic cell cycle	0.010	0.042	induced
GO:0007167	enzyme linked receptor protein signaling pathway	3.50E-04	3.13E-04	repressed
GO:0007169	transmembrane receptor protein tyrosine kinase signaling pathway	0.011	0.0016	repressed
GO:0022603	regulation of anatomical structure morphogenesis	7.16E-04	0.0019	repressed
GO:0010648	negative regulation of cell communication	6.59E-04	0.0028	repressed
GO:0045664	regulation of neuron differentiation	0.035	0.0053	repressed
GO:0023057	negative regulation of signaling	0.0014	0.0072	repressed
GO:0009968	negative regulation of signal transduction	3.08E-04	0.0080	repressed
GO:0031012	extracellular matrix	0.028	0.0081	repressed
GO:0035295	tube development	0.034	0.014	repressed
GO:0050867	positive regulation of cell activation	0.049	0.035	repressed
GO:0030155	regulation of cell adhesion	0.048	0.040	repressed
GO:0016331	morphogenesis of embryonic epithelium	0.042	0.043	repressed
GO:0005539	glycosaminoglycan binding	0.022	0.048	repressed

### PPFP functions through its PAX8 DBD to repress gene sets when bound at a distance from transcription start sites, but to induce gene sets when bound close to transcriptional start sites

We classified PPFP peaks as to whether they contain a PAX8 motif or a PPARG motif, and whether they are ≤10kb from a TSS or >10kb upstream from a TSS. We then performed gene set enrichment analyses on these 4 groups of PPFP peaks using ChIP-Enrich [28] and compared the results with the RNA-seq analysis of PPFP cells versus EV cells without pioglitazone.

Analysis of PPFP peaks with PAX8 motifs >10kb upstream from TSS's yielded no gene sets that were enriched with ChIP-seq peaks and induced by PPFP. However, 16 gene sets were enriched and repressed by PPFP, encompassing 59 unique genes. This suggests that, when regulating gene sets through PAX8 motifs distant from the TSS, PPFP tends to act in a repressive manner. Furthermore, 11 of these 16 gene sets contain the words *morphogenesis, development* or *organ formation* (Table 5A), implying that the effects of PAX8 binding at a distance >10kb upstream from TSS's are primarily anti-differentiation effects of PPFP.

**Table 5A:** Gene sets enriched in PPFP peaks with PAX8 motifs >10kb upstream from TSS's and differentially expressed in PPFP cells versus EV cells without pioglitazone

Gene set ID	Description	*q*-value ChIP	*q*-value RNA-seq PPFP *vs* EV without pioglitazone	Status PPFP *vs* EV
GO:0048598	embryonic morphogenesis	0.017	0.0014	repressed
GO:0022603	regulation of anatomical structure morphogenesis	0.013	0.0019	repressed
GO:0003007	heart morphogenesis	0.040	0.0023	repressed
GO:0072358	cardiovascular system development	0.029	0.0036	repressed
GO:0035239	tube morphogenesis	0.019	0.0037	repressed
GO:0060562	epithelial tube morphogenesis	0.046	0.0049	repressed
GO:0031330	negative regulation of cellular catabolic process	0.029	0.010	repressed
GO:0007507	heart development	0.016	0.013	repressed
GO:0035295	tube development	0.0090	0.014	repressed
GO:0010463	mesenchymal cell proliferation	0.0041	0.017	repressed
GO:0048645	organ formation	0.025	0.019	repressed
GO:0061061	muscle structure development	0.037	0.022	repressed
GO:0051240	positive regulation of multicellular organismal process	0.038	0.023	repressed
GO:0009895	negative regulation of catabolic process	0.041	0.028	repressed
GO:0010464	regulation of mesenchymal cell proliferation	0.016	0.031	repressed
GO:0009887	organ morphogenesis	0.012	0.035	repressed

All 16 gene sets are repressed by PPFP.

In contrast, analysis of PPFP peaks with PAX8 motifs ≤10kb from TSS's yielded 4 gene sets that were enriched in the ChIP and induced by PPFP, and no gene sets that were enriched and repressed. Thus, at the gene set level, there is a complete separation of PPFP as a repressor when the target genes have peaks with PAX8 motifs >10kb upstream from the TSS, versus an activator when the PAX8 peaks are ≤10kb. The 4 induced gene sets all relate to mitochondria and lipids (Table 5B), and contain 24 unique genes. In contrast to the analysis of PPFP peaks with PAX8 motifs, analysis of peaks with PPARG motifs did not identify differences in gene set activation versus repression based on distance from the TSS (data not shown).

**Table 5B:** Gene sets enriched in PPFP peaks with PAX8 motifs ≤10 kb from TSS's and differentially expressed in PPFP cells versus EV cells without pioglitazone

Gene set ID	Description	*q*-value ChIP	*q*-value RNA-seq PPFP *vs* EV without pioglitazone	Status PPFP *vs* EV
GO:0005740	mitochondrial envelope	0.047	6.49E-04	induced
GO:0044429	mitochondrial part	0.033	7.19E-04	induced
GO:0031966	mitochondrial membrane	0.047	8.51E-04	induced
GO:0005811	lipid particle	0.011	8.87E-04	induced

All 4 gene sets are induced by PPFP.

### Why is pioglitazone adipogenic in PPFP-expressing cells?

When mice with PPFP thyroid carcinomas are treated with pioglitazone, metastatic disease is prevented and the primary thyroid tumors shrink markedly [11]. The most striking part of the response is that pioglitazone is highly adipogenic, causing large accumulations of intracellular lipid and the induction of numerous adipocyte PPARG target genes in the thyroids. In contrast, pioglitazone has no effect on the thyroid glands of control mice. The induction of adipocyte genes is a hallmark of the pioglitazone response in cultured PPFP cells as shown here, too (Tables 3 and S2). Since PPARG is the master regulator of adipogenesis, the data indicate that pioglitazone turns PPFP into a strongly PPARG-like transcription factor. However, PPARG also is expressed in macrophages, where it plays an important role in promoting an anti-inflammatory “M2” phenotype [10]. Why does PPFP favor the induction of an adipocyte phenotype over a macrophage phenotype in the thyroid? To begin to understand this, we took advantage of the fact that a PPARG ChIP-seq analysis has been published comparing a mouse adipocyte cell line with mouse macrophages [29]. This study thus identified genes with PPARG peaks in mouse adipocytes but not macrophages, and vice versa. Using HomoloGene, we assessed the overlap between mouse genes with a nearby (≤10kb from TSS) PPARG peak and rat genes with at least one nearby PPFP peak. We found that PPFP binds near 34% of homologs with an adipocyte PPARG peak versus only 25% of homologs with a macrophage PPARG peak (Supplemental Table S4, *p* = 0.0022). The fact that PPFP in the thyroid preferentially binds to adipocyte PPARG target genes likely underlies the observation that the pioglitazone response is adipocyte-like.

### Why is pioglitazone therapeutic in the mouse model of PPFP thyroid carcinoma?

We reasoned that genes or pathways regulated in opposite directions by PPFP without pioglitazone versus PPFP with pioglitazone may be involved in the therapeutic efficacy of this drug. We therefore identified GO or KEGG terms in our RNA-seq data that are both induced (or repressed) in PPFP cells versus EV cells without pioglitazone, and repressed (or induced) in PPFP cells with pioglitazone versus PPFP cells without pioglitazone. Only three gene sets qualified, and all were induced by PPFP without pioglitazone and repressed by pioglitazone. The 3 gene sets relate to oxidative stress: *Glutathione metabolism* (KEGG), *peroxidase activity* (GO) and *arachidonic acid metabolism* (KEGG). There are 49 unique, differentially expressed genes within these gene sets, including multiple glutathione peroxidases, glutathione reductase, glutathione synthase, glutathione S-transferases, and peroxiredoxins (Supplemental Table S5). 

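All 49 genes of Table S5 were tested. In PPFP cells versus EV cells without pioglitazone, 30 had an adjusted p under 0.05 (24 up, 6 down), 14 of them with a fold change above 2 (11 up, 3 down), and 31 had it when adjusted over the list alone. With versus without pioglitazone in PPFP cells, the numbers were 21 (4 up, 17 down), 6 (1 up, 5 down) and 23. The study chose these genes on the same libraries, so the counts and the adjusted p of the list are not independent evidence. The list had a median log2 fold change of -0.20 with pioglitazone, with 33 genes lower (camera adjusted p = 5.2e-05; range over alternatives 5.4e-06 to 0.24), and was called under all alternatives except camera with the estimated correlation. In PPFP cells versus EV cells Cyp4a8 had the largest increase, from 0.123 ± 0.070 to 7.29 ± 1.93 CPM (SD, n = 3 each). Its log2 fold change was 5.84 (standard error 0.39, adjusted p = 3.0e-05), followed by Hpgds with 5.04 and Ggt6 with 4.98. Iyd, with -1.39, and Pla2g5, with -1.28, were among the largest decreases. Pioglitazone lowered Pla2g5 from 7.16 ± 0.86 to 2.05 ± 0.18 CPM (SD, n = 3 each), a log2 fold change of -1.79 (standard error 0.15, adjusted p = 0.00099), Pla2g2d by a log2 fold change of -1.64 and Iyd by -1.53. For Iyd the adjusted p was 0.025 and rose to between 0.079 and 0.10 without PPFP cells with pioglitazone replicates 2 and 3 or PPFP cells without pioglitazone replicates 2 and 3. Pioglitazone raised Duox2 by a log2 fold change of 1.02, Mgst1 by 0.59 and Cyp4a8 by 0.50. Cyp4a8 had an adjusted p of 0.32, or 7.8e-05 with the replicate block (range over alternatives 7.8e-05 to 0.58). Its log2 fold change lay between 0.28 and 0.71 with each library left out. Mgst1 had an adjusted p of 0.0505 and 0.054 without PPFP cells without pioglitazone replicates 2 and 3.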

Based on these data, we hypothesized that PPFP induces oxidative stress and that pioglitazone impairs the ability of the cell to mount an appropriate antioxidant response.

To assess this, we evaluated oxidative stress in PPFP and EV cells by flow cytometry after treatment with the reactive oxygen species (ROS)-sensitive dye CellROX Deep Red. PPFP cells had greater ROS than EV cells, cultured in the absence of pioglitazone (Figure 6A). Analysis of PPFP cells cultured ± a low dose (50 μM) of the reactive peroxide tert-butyl hydroperoxide (TBHP) and pioglitazone showed that pioglitazone increased ROS in the presence of TBHP (Figure 6B) but not in its absence (Figure 6C). In contrast, in EV cells, pioglitazone did not increase ROS regardless of the presence or absence of TBHP (Figure 6D, 6E). These data support the hypothesis that PPFP induces oxidative stress, and that pioglitazone increases the susceptibility of PPFP cells to further oxidative stress. The data suggest that the therapeutic efficacy of pioglitazone in PPFP thyroid cancer may at least in part relate to synergism with cellular stressors to induce oxidative stress, cytotoxicity and ultimately, cell death.

**Figure 6:**
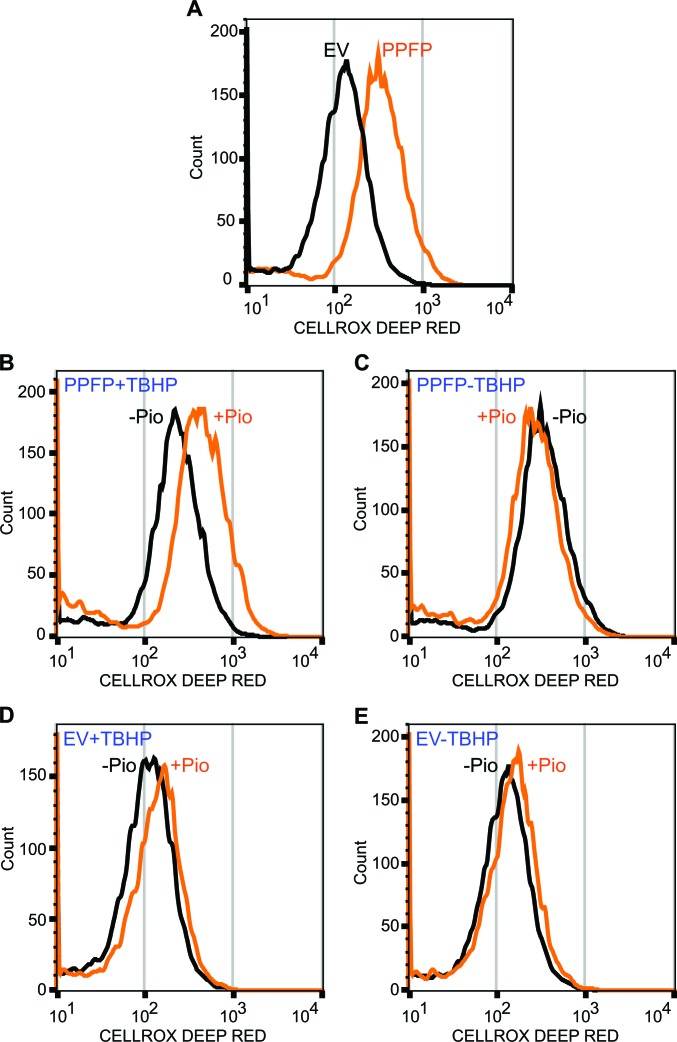
Analysis of oxidative stress in PPFP and EV cells The cells were incubated with the reactive oxygen species-sensitive dye CellROX Deep Red and analyzed by flow cytometry. **A.** PPFP cells have increase ROS relative to EV cells (cultured without pioglitazone). **B.** Pioglitazone (pio) increases ROS in PPFP cells cultured with tert-butyl hydroperoxide (TBHP). **C.** Pioglitazone does not increase ROS in PPFP cells cultured without TBHP. **D**, **E.** Pioglitazone does not increase ROS in EV cells. All cells (A-E) were cultured and analyzed at the same time. The EV cell tracing in A is the same preparation of cells as shown in E without pioglitazone, and the PPFP cell tracing in A is the same as that in C without pioglitazone.

### Similarity of gene regulation by PPFP in PCCL3 cells and human thyroid carcinomas

To judge the clinical relevance of the PPFP cell ChIP-seq and RNA-seq analyses, it would be ideal to compare these data to similar data from human PPFP carcinomas. However, human ChIP-seq data would be difficult if not impossible to obtain due to the fact that antibodies to endogenous PPFP also bind to PAX8 or PPARG (our PPFP is epitope-tagged), as well as the fact that PPFP thyroid carcinomas are uncommon. Furthermore, the largest gene expression profiling study of human PPFP thyroid carcinomas included only 7 cases [5]. This study identified 275 genes that were differentially expressed in 7 PPFP follicular carcinomas versus 82 non-PPFP thyroid tumors and 4 normal thyroids. Of those 275 genes, 264 have rat homologs, and we found a 31% overlap with differential expression in our RNA-seq data and 22% overlap with our ChIP-seq data (Supplemental Table S6). This overlap includes numerous PPARG target genes, including *ANGPTL4* and *AQP7*, which were two of the six most highly induced genes in the human PPFP carcinomas. 

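Table S6 marks 81 genes as overlapping with the RNA-seq data, and all of them were found and tested under their rat symbols. In PPFP cells versus EV cells without pioglitazone, 67 had an adjusted p under 0.05 (35 up, 32 down), 55 of them with a fold change above 1.5 and 38 above 2. With pioglitazone in both cell lines the numbers were 75 (39 up, 36 down), 68 and 46. Of all tested genes, 45.2% had an adjusted p under 0.05 without pioglitazone and 52.7% with pioglitazone. The table lists only genes that the study found to overlap in these libraries, so the counts are not independent evidence. The human tumor data were not used here.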

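In the PCCL3 cells, Angptl4 had 38.1 ± 10.6 CPM in EV cells and 183 ± 5.21 CPM in PPFP cells without pioglitazone (SD, n = 3 each), a log2 fold change of 2.27 (standard error 0.18, adjusted p = 7.3e-05). With pioglitazone it reached 1052 ± 19.2 CPM in PPFP cells and 47.0 ± 8.85 CPM in EV cells (SD, n = 3 each). Aqp7 had no count in any of the 6 EV libraries, and was at least 5.02-fold higher in PPFP cells without pioglitazone and at least 124-fold higher in PPFP cells with pioglitazone.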

We also found that the set of 49 ROS-related genes described above is induced in the 7 PPFP follicular carcinomas versus the non-PPFP follicular carcinomas (*p* = 0.0007, Fisher's exact test, Supplemental Table S7), suggesting that PPFP also causes increased ROS in human thyroid carcinomas.

## DISCUSSION

PPFP is an unusual oncoprotein in that it is the fusion of two transcription factors, PAX8 and PPARG, and it retains the DBDs of both parent proteins. However, until now there were no studies to determine whether PPFP actively bound both PAX8 and PPARG target genes. Gene expression data in PPFP thyroid carcinomas also are very limited - the largest study included only 7 PPFP carcinomas [5], and given patient heterogeneity, only limited conclusions can be drawn.

Here, we identified ~20,000 putative PPFP binding sites in the rat PCCL3 cell line genome, and found that these binding sites are enriched within −5 kb of transcription start sites and in first introns. PPFP peaks encompass known PAX8 and PPARG binding sites, indicating that both DBDs within PPFP are functional. Interestingly, PPFP preferentially binds to the subset of PAX8 peaks that also contain PPARG motifs, implying that the PPARG portion of PPFP is particularly important in directing PPFP to its target genes. The fact that many PAX8 binding sites have a nearby PPARG motif also suggests PPARG may play a role in normal thyroid biology. Thyroid-specific deletion of murine *Pparg* has not been reported, but would provide a means to address this question.

RNA-seq analysis shows that PPFP regulates the expression of ~1500 genes in the absence of pioglitazone and ~2000 genes in its presence. In general, pioglitazone reinforces PPFP-dependent gene expression, but in 17% of cases it reverses the effects of PPFP. PPFP regulates many genes known to be regulated by PAX8 in thyrocytes or PPARG in adipocytes. For the latter, the gene regulation by PPFP is particularly striking in the presence of pioglitazone. Although gene expression data in human PPFP thyroid carcinomas are very limited, there is excellent overlap between the human data and our data, including the induction of PPARG target genes.

We identified an unusual dichotomy in the function of PPFP for genes with peaks containing PAX8 motifs. When such motifs are located >10kb upstream from the TSS, the functional consequence tends to be gene set repression, including processes related to morphogenesis and development. In contrast, when such peaks are close to the TSS, the consequence tends to be gene set induction. This dichotomy likely reflects the summed activity of transcriptional activators and repressors brought to the target gene, but the factors that determine these differences are unknown.

The data are relevant to the biology of PPFP in human thyroid cancer. For example, PPFP induces gene sets related to the cell cycle, and represses gene sets related to differentiation. In a transgenic mouse model of PPFP thyroid carcinoma, pioglitazone was highly therapeutic [11], and this has led to a clinical trial in patients (clinicaltrials.gov identifier NCT01655719). A remarkable aspect of this response is that the drug trans-differentiated the surviving thyroid cancer cells into adipocyte-like cells. Our ChIP-seq data show that, in PCCL3 thyroid cells, PPFP binds to adipocyte PPARG target genes in preference to macrophage PPARG target genes, likely explaining why pioglitazone is specifically pro-adipogenic.

It is plausible that the therapeutic efficacy of pioglitazone is at least in part due to its adipogenic pro-differentiation effects. However, our data uncovered another potential contributing factor. We found that PPFP cells have higher expression of ROS-related genes than EV cells, and this reflects higher levels of oxidative stress. Pioglitazone caused the PPFP cells to develop even greater levels of ROS when exposed to a low dose of the reactive peroxide TBHP, indicating that pioglitazone sensitizes PPFP cells to potential oxidant stressors. These data suggest pioglitazone might sensitize PPFP thyroid cancers *in vivo* to oxidative stressors, leading to increased cytotoxicity and cell death. Substantiation of this hypothesis could lead to approaches to further enhance the efficacy of this drug.

## MATERIALS AND METHODS

### Cell culture

PCCL3-PPFP cells stably express human PPFP with a 3xMyc tag at the amino terminus, and PCCL3-EV cells have been stably transfected with the empty vector [12]. PPFP and EV cells were cultured as previously described [12]. In some experiments, the cells were treated with 1 μM pioglitazone (from a 1 mM stock solution in DMSO) or vehicle for the times indicated prior to harvest.

### Antibodies

Antibodies were obtained from the following sources as indicated: Cell Signaling Technology (Danvers, MA) - beta actin #8457, Ccnb1 #12231, Hes1 #11988, Myc tag #2276, Notch1 #3608 and Plk3 #4896; Proteintech (Chicago, IL) - Acaa2 #11111-1-AP and Icam5 #12759-1-AP; Sigma (St. Louis, MO) - Foxe1 #SAB2100840; and Life Technologies (Grand Island, NY) - Cdk1 #MA5-11472 and Plin1 #PA1-1051.

### Flow cytometry

DNA content was analyzed by propidium iodide staining and oxidative stress was analyzed with CellROX Deep Red per the vendor's protocols (Life Technologies). For the oxidative stress experiments, the cells were cultured ±1 μM pioglitazone for 2 days and ±50 μM TBHP for the final hour. Approximately 10,000 cells per condition were analyzed in the University of Michigan Comprehensive Cancer Center Flow Cytometry Core on a MACSQuant cytometer.

### ChIP-seq assay

PPFP cells were cultured with pioglitazone for 16 hours, crosslinked with formaldehyde, sonicated to an average DNA size of 300 to 500 bp, and immunoprecipitated with anti-Myc antibody at 1:500 overnight at 4C using the protocol of Upstate Biotechnology (Lake Placid, NY), except that immunoprecipitation was performed with Dynabeads G (Life Technologies). ChIP and input DNA were used for next generation library construction and DNA sequencing on an Illumina HiSeq 2000 per the manufacturer's protocol using 50 nt single-end reads, performed by the University of Michigan DNA Sequencing Core. Four samples were barcoded and run on one lane, obtaining an average of 31 million reads per sample.

### RNA-seq assay

PPFP and EV cells were treated with 1 μM pioglitazone or vehicle for 16 hours. Total RNA was prepared using an RNeasy Mini Kit (Qiagen). Three independent experiments were performed. Library construction (Illumina TruSeq RNA) and sequencing on an Illumina HiSeq2000 using 50 nt paired end reads were per the manufacturer's protocols, performed by the University of Michigan DNA Sequencing Core. The samples were barcoded and loaded onto the same run, with all samples from each experiment run on the same two lanes; an average of 88 million reads were obtained per sample.

PPFP ChIP-seq and RNA-seq data were deposited in Gene Expression Omnibus (GEO) with the accession ID GSE70354.

### ChIP-seq data analysis

The quality of reads were assessed using FastQC [30]. There were 29.3 and 33.5 million reads sequenced for PPFP ChIP and input samples, respectively. ChIP-seq and input reads were aligned to the rat reference genome (rn4) using BWA (version 0.5.9-r16) with default options. MACS2 (2.0.10.20131216beta) was used to call peaks using a *q*-value < 0.05 cutoff [31]. Peaks were then filtered by PePr (1.0.5) [32] to remove artifacts due to high PCR duplications. Peak boundaries were re-defined as 150 bp from the peak mode, and over-represented motifs were identified from the peaks by MEME(4.9.1), searching for the top 10 motifs with minimal width of 10bp and maximal width of 18bp. The most over-represented motif (shown in Figure 5A) was very close to the PPARG motif previously reported [24, 29, 33] and was used as the position weight matrix (PWM) for the PPARG motif in all following analyses. Motif occurrences in the peaks were detected by FIMO(4.9.1) using default parameters and the PWM output from MEME. The presence of PPARG and PAX8 motifs in PPFP peaks was detected with the MEME/FIMO suite, and was also independently discovered using another motif discovery tool, HOMER [25], as the top 2 known enriched motifs. Of the top 35 motifs found by HOMER, none were related to Myc, assuring that potential nonspecific binding caused by using a Myc tag antibody should be negligible.

Peaks were annotated to the genome with respect to gene features using an adapted HOMER script. If a peak had two or more annotations, a priority was assigned based on the order from left to right in Figure 4, as follows: −1 to +1kb (relative to the TSS), −1 to −5kb, −5 to −10kb, exon, UTR, intron, and intergenic. We define “intergenic” as outside of the region between 10kb upstream from a TSS and its 3′UTR.

PAX8 ChIP-seq raw read data (GSE26871) were downloaded and analyzed as described above. The PAX8 motif (shown in Figure 5A) was found as the top hit by MEME searching for the top 10 overrepresented motifs with minimal width of 10bp and maximal width of 15bp. The PAX8 motif identified here closely matches that previously published [23].

PPARG ChIP-seq peaks from mouse adipocyte and macrophage cells were downloaded from GEO (GSE21314).

### RNA-seq data analysis

Quality checks were performed on RNA-seq reads with RSeQC (2.3.9) [34]. The reads were aligned to rn4 with tophat2 (v2.0.11) and gene read counts were quantified by HTseq (0.6.1p1) [35] with option “-m intersection-strict” and normalized using the *edgeR* (3.2.4) Bioconductor package [36]. Differential expression analysis was performed using edgeR with tagwise dispersion for each pairwise comparison of PPFP cells or EV cells treated with and without pioglitazone (four comparisons total). False discovery rate (FDR) was controlled using the Benjamini-Hochberg method [37].

### Gene set enrichment testing

*P*-values from differential expression analysis from *edgeR* using the RNA-seq data were input into LRpath [16, 17] for gene set enrichment testing. LRpath is a logistic-regression-based method that models the relationship between the log-odds of genes belonging to a gene set and their -log(*p*-values). We used the directional test option in LRpath, and tested GO terms and KEGG pathways with each pairwise comparison of PPFP cells or EV cells treated with and without pioglitazone. Gene sets satisfying FDR≤0.05 were considered to be significant.

Gene set enrichment testing of the ChIP-seq data was performed with ChIP-Enrich, a logistic-regression-based method that uses a smoothing spline to empirically adjust for gene locus length and mappability [28]. Gene set enrichment results were corrected for multiple testing using the Benjamini-Hochberg FDR correction. Only gene sets with ≤500 genes were reported, as gene sets with larger numbers of genes are more general and provide limited biological insight.

## SUPPLEMENTARY MATERIAL TABLES

# Supplementary material for: Genomic binding and regulation of gene expression by the thyroid carcinoma-associated PAX8-PPARG fusion protein
**Source:** Oncotarget. 2015 Nov 16;6(38):40418–32. doi: 10.18632/oncotarget.6340
**Supplement:** Supplementary file 1

## Genomic binding and regulation of gene expression by the thyroid carcinoma-associated PAX8-PPARG fusion protein

### Supplementary Material

Table S1. Gene sets significantly enriched in PPFP cells versus EV cells without pioglitazone

| Concept.ID | Concept.name                                      | p-value  | q-value  | Status PPFP vs EV |
|------------|---------------------------------------------------|----------|----------|-------------------|
| GO:0071346 | cellular response to interferon-gamma             | 6.17E-07 | 1.37E-04 | up                |
| GO:0030529 | ribonucleoprotein complex                         | 8.09E-06 | 1.71E-04 | up                |
| GO:0005740 | mitochondrial envelope                            | 5.07E-05 | 6.49E-04 | up                |
| GO:0005811 | lipid particle                                    | 8.27E-05 | 8.87E-04 | up                |
| GO:0046689 | response to mercury ion                           | 1.72E-05 | 1.05E-03 | up                |
| GO:0005730 | nucleolus                                         | 2.08E-04 | 2.04E-03 | up                |
| GO:0004364 | glutathione transferase activity                  | 3.24E-05 | 2.25E-03 | up                |
| rno00480   | Glutathione metabolism                            | 1.29E-05 | 2.48E-03 | up                |
| GO:0042555 | MCM complex                                       | 2.92E-04 | 2.54E-03 | up                |
| GO:0071219 | cellular response to molecule of bacterial origin | 6.99E-05 | 2.75E-03 | up                |
| GO:0071398 | cellular response to fatty acid                   | 1.02E-04 | 3.35E-03 | up                |
| GO:0006396 | RNA processing                                    | 1.22E-04 | 3.56E-03 | up                |
| GO:0071384 | cellular response to corticosteroid stimulus      | 1.23E-04 | 3.56E-03 | up                |
| GO:0000502 | proteasome complex                                | 5.06E-04 | 3.95E-03 | up                |
| GO:0006457 | protein folding                                   | 2.13E-04 | 5.08E-03 | up                |
| GO:0005504 | fatty acid binding                                | 1.50E-04 | 5.22E-03 | up                |
| GO:0004601 | peroxidase activity                               | 1.68E-04 | 5.30E-03 | up                |
| GO:0022613 | ribonucleoprotein complex biogenesis              | 3.45E-04 | 6.94E-03 | up                |
| GO:0010226 | response to lithium ion                           | 4.33E-04 | 7.95E-03 | up                |
| GO:0070585 | protein localization to mitochondrion             | 4.58E-04 | 8.24E-03 | up                |
| GO:0051082 | unfolded protein binding                          | 4.02E-04 | 9.01E-03 | up                |
| GO:0031072 | heat shock protein binding                        | 4.63E-04 | 9.65E-03 | up                |
| GO:0016817 | hydrolase activity, acting on acid anhydrides     | 4.93E-04 | 9.65E-03 | up                |
| GO:0019915 | lipid storage                                     | 6.11E-04 | 1.03E-02 | up                |
| GO:0002673 | regulation of acute inflammatory response         | 6.27E-04 | 1.04E-02 | up                |
| GO:0071347 | cellular response to interleukin-1                | 7.00E-04 | 1.13E-02 | up                |
| GO:0007338 | single fertilization                              | 7.94E-04 | 1.23E-02 | up                |
| GO:0009263 | deoxyribonucleotide biosynthetic process          | 8.57E-04 | 1.31E-02 | up                |
| GO:0006260 | DNA replication                                   | 1.16E-03 | 1.62E-02 | up                |
| GO:0001659 | temperature homeostasis                           | 1.28E-03 | 1.71E-02 | up                |
| GO:0031577 | spindle checkpoint                                | 1.33E-03 | 1.73E-02 | up                |
| rno00590   | Arachidonic acid metabolism                       | 3.63E-04 | 1.75E-02 | up                |
| GO:0043604 | amide biosynthetic process                        | 1.66E-03 | 2.01E-02 | up                |
| GO:0031000 | response to caffeine                              | 2.15E-03 | 2.33E-02 | up                |
| GO:0007059 | chromosome segregation                            | 2.16E-03 | 2.34E-02 | up                |
| GO:0046683 | response to organophosphorus                      | 2.52E-03 | 2.54E-02 | up                |
| GO:0016071 | mRNA metabolic process                            | 2.60E-03 | 2.60E-02 | up                |
| GO:0019400 | alditol metabolic process                         | 2.74E-03 | 2.71E-02 | up                |
| GO:0006730 | one-carbon metabolic process                      | 2.87E-03 | 2.78E-02 | up                |
| GO:0000278 | mitotic cell cycle                                | 3.67E-03 | 3.31E-02 | up                |
| GO:0071354 | cellular response to interleukin-6                | 3.89E-03 | 3.43E-02 | up                |
| GO:0043295 | glutathione binding                               | 4.54E-03 | 4.00E-02 | up                |
| GO:0044265 | cellular macromolecule catabolic process          | 4.97E-03 | 4.10E-02 | up                |
| GO:0006220 | pyrimidine nucleotide metabolic process           | 5.00E-03 | 4.11E-02 | up                |

|            |                                                                                                             |          |          |      |
|------------|-------------------------------------------------------------------------------------------------------------|----------|----------|------|
| GO:0034698 | response to gonadotropin stimulus                                                                           | 5.10E-03 | 4.19E-02 | down |
| GO:0070528 | protein kinase C signaling cascade                                                                          | 5.42E-03 | 4.36E-02 | down |
| GO:0004559 | alpha-mannosidase activity                                                                                  | 5.36E-03 | 4.43E-02 | down |
| GO:0035254 | glutamate receptor binding                                                                                  | 6.18E-03 | 4.67E-02 | down |
| GO:0005507 | copper ion binding                                                                                          | 6.78E-03 | 4.77E-02 | down |
| GO:0000982 | RNA polymerase II core promoter proximal region sequence-specific DNA binding transcription factor activity | 7.00E-03 | 4.77E-02 | down |
| rno00511   | Other glycan degradation                                                                                    | 1.50E-03 | 4.81E-02 | down |

Table S2. Gene sets enriched in the comparison of PFP cells cultured with versus without pioglitazone

|            |                                              |             |           |      |
|------------|----------------------------------------------|-------------|-----------|------|
|            | activity                                     |             |           |      |
| GO:0048736 | appendage development                        | 0.003174979 | 0.0371357 | down |
| GO:0001708 | cell fate specification                      | 0.003211873 | 0.0374437 | down |
| GO:0031252 | cell leading edge                            | 0.005454577 | 0.0412223 | down |
| GO:0021510 | spinal cord development                      | 0.004207237 | 0.0451042 | down |
| rno00980   | Metabolism of xenobiotics by cytochrome P450 | 0.007076013 | 0.0455224 | down |
| GO:0015837 | amine transport                              | 0.004306295 | 0.0458304 | down |
| GO:0042490 | mechanoreceptor differentiation              | 0.004374863 | 0.0461444 | down |
| GO:0002697 | regulation of immune effector process        | 0.004653806 | 0.0487961 | down |
| GO:0004601 | peroxidase activity                          | 0.002702283 | 0.0497887 | down |
| GO:0003950 | NAD+ ADP-ribosyltransferase activity         | 0.002726182 | 0.0497887 | down |

Table S3. GO terms enriched with PPFP peaks. Peaks were associated with the gene with the nearest transcription start site.

|            |                                                                                                                                                              |          |
|------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------|----------|
| GO:0046982 | protein heterodimerization activity                                                                                                                          | 3.27E-02 |
| GO:0030225 | macrophage differentiation                                                                                                                                   | 3.33E-02 |
| GO:0031647 | regulation of protein stability                                                                                                                              | 3.37E-02 |
| GO:0035295 | tube development                                                                                                                                             | 3.45E-02 |
| GO:0051251 | positive regulation of lymphocyte activation                                                                                                                 | 3.48E-02 |
| GO:0009062 | fatty acid catabolic process                                                                                                                                 | 3.53E-02 |
| GO:0045664 | regulation of neuron differentiation                                                                                                                         | 3.53E-02 |
| GO:0010821 | regulation of mitochondrion organization                                                                                                                     | 3.53E-02 |
| GO:0021549 | cerebellum development                                                                                                                                       | 3.69E-02 |
| GO:0080134 | regulation of response to stress                                                                                                                             | 3.73E-02 |
| GO:0009986 | cell surface                                                                                                                                                 | 3.77E-02 |
| GO:0001078 | RNA polymerase II core promoter proximal region sequence-specific DNA binding transcription factor activity involved in negative regulation of transcription | 3.77E-02 |
| GO:0032504 | multicellular organism reproduction                                                                                                                          | 3.89E-02 |
| GO:0008654 | phospholipid biosynthetic process                                                                                                                            | 3.92E-02 |
| GO:0042063 | gliogenesis                                                                                                                                                  | 3.96E-02 |
| GO:0019432 | triglyceride biosynthetic process                                                                                                                            | 3.99E-02 |
| GO:0042594 | response to starvation                                                                                                                                       | 3.99E-02 |
| GO:0033674 | positive regulation of kinase activity                                                                                                                       | 4.00E-02 |
| GO:0005759 | mitochondrial matrix                                                                                                                                         | 4.08E-02 |
| GO:0010035 | response to inorganic substance                                                                                                                              | 4.16E-02 |
| GO:0030335 | positive regulation of cell migration                                                                                                                        | 4.16E-02 |
| GO:0070482 | response to oxygen levels                                                                                                                                    | 4.16E-02 |
| GO:0042542 | response to hydrogen peroxide                                                                                                                                | 4.16E-02 |
| GO:0046460 | neutral lipid biosynthetic process                                                                                                                           | 4.20E-02 |
| GO:0001503 | ossification                                                                                                                                                 | 4.20E-02 |
| GO:0016331 | morphogenesis of embryonic epithelium                                                                                                                        | 4.20E-02 |
| GO:0007005 | mitochondrion organization                                                                                                                                   | 4.20E-02 |
| GO:0010001 | glial cell differentiation                                                                                                                                   | 4.20E-02 |
| GO:0072527 | pyrimidine-containing compound metabolic process                                                                                                             | 4.20E-02 |
| GO:0050821 | protein stabilization                                                                                                                                        | 4.27E-02 |
| GO:0030890 | positive regulation of B cell proliferation                                                                                                                  | 4.29E-02 |
| GO:0055037 | recycling endosome                                                                                                                                           | 4.34E-02 |
| GO:0005913 | cell-cell adherens junction                                                                                                                                  | 4.59E-02 |
| GO:0045177 | apical part of cell                                                                                                                                          | 4.59E-02 |
| GO:0006575 | cellular modified amino acid metabolic process                                                                                                               | 4.59E-02 |
| GO:0044212 | transcription regulatory region DNA binding                                                                                                                  | 4.64E-02 |
| GO:0010866 | regulation of triglyceride biosynthetic process                                                                                                              | 4.65E-02 |
| GO:0019395 | fatty acid oxidation                                                                                                                                         | 4.69E-02 |
| GO:0031076 | embryonic camera-type eye development                                                                                                                        | 4.69E-02 |
| GO:2001233 | regulation of apoptotic signaling pathway                                                                                                                    | 4.80E-02 |
| GO:0007420 | brain development                                                                                                                                            | 4.82E-02 |
| GO:0001838 | embryonic epithelial tube formation                                                                                                                          | 4.82E-02 |
| GO:0060429 | epithelium development                                                                                                                                       | 4.82E-02 |
| GO:0030155 | regulation of cell adhesion                                                                                                                                  | 4.83E-02 |
| GO:2001236 | regulation of extrinsic apoptotic signaling pathway                                                                                                          | 4.89E-02 |
| GO:0050867 | positive regulation of cell activation                                                                                                                       | 4.90E-02 |
| GO:0016042 | lipid catabolic process                                                                                                                                      | 4.96E-02 |

Table S4. Overlap of PCCL3 PPFP peaks with PPARG peaks in mouse adipocytes and macrophages. The PPARG ChIP-seq data are from [29].

| <b>Sample</b>            | <b># of peaks</b> | <b># of peaks <math>\leq 10\text{kb}</math> to TSS</b> | <b># of peaks with homologs</b> | <b># overlap with PPFP (rat)</b> |
|--------------------------|-------------------|--------------------------------------------------------|---------------------------------|----------------------------------|
| PPFP (rat)               | 20277             | 3965                                                   | 2809                            | -                                |
| PPARG (mouse adipocyte)  | 2634              | 870                                                    | 537                             | 186 (34%)                        |
| PPARG (mouse macrophage) | 1961              | 661                                                    | 411                             | 104 (25%)                        |

P=0.0022, Fisher's exact test, two tailed.

Table S5. Genes in gene sets that are induced by PPFP and repressed by pioglitazone. Three gene sets were induced in the comparison of PPFP cells versus EV cells cultured without pioglitazone, and repressed in the comparison of PPFP cells with pioglitazone versus PPFP cells without pioglitazone. The gene sets are *glutathione metabolism* (KEGG), *peroxidase activity* (GO), and *arachidonic acid metabolism* (KEGG). The 49 unique, significant genes within these gene sets are listed in this table.

Table S6. Overlap of PPFP-regulated genes reported in human thyroid carcinomas [5] with PCCL3 PPFP cell RNA-seq and ChIP-seq data

|       |           |                                                                                  |     |     |
|-------|-----------|----------------------------------------------------------------------------------|-----|-----|
| 10039 | PARP3     | poly (ADP-ribose) polymerase family, member 3                                    | yes |     |
| 5091  | PC        | pyruvate carboxylase                                                             | yes |     |
| 5121  | PCP4      | Purkinje cell protein 4                                                          | yes |     |
| 5174  | PDZK1     | PDZ domain containing 1                                                          |     | yes |
| 5228  | PGF       | placental growth factor                                                          | yes |     |
| 5257  | PHKB      | phosphorylase kinase, beta                                                       | yes |     |
| 5346  | PLIN1     | perilipin 1                                                                      | yes | yes |
| 5376  | PMP22     | peripheral myelin protein 22                                                     | yes | yes |
| 5463  | POU6F1    | POU class 6 homeobox 1                                                           | yes | yes |
| 5468  | PPARG     | peroxisome proliferator-activated receptor gamma                                 | yes | yes |
| 5578  | PRKCA     | protein kinase C, alpha                                                          |     | yes |
| 11099 | PTPN21    | protein tyrosine phosphatase, non-receptor type 21                               | yes | yes |
| 9232  | PTTG1     | pituitary tumor-transforming 1                                                   | yes |     |
| 7837  | PXDN      | peroxidasin                                                                      | yes |     |
| 55647 | RAB20     | RAB20, member RAS oncogene family                                                |     | yes |
| 23108 | RAP1GAP2  | RAP1 GTPase activating protein 2                                                 | yes |     |
| 65997 | RASL11B   | RAS-like, family 11, member B                                                    | yes |     |
| 83937 | RASSF4    | Ras association (RalGDS/AF-6) domain family member 4                             | yes | yes |
| 54715 | RBFOX1    | RNA binding protein, fox-1 homolog (C. elegans) 1                                | yes |     |
| 388   | RHOB      | ras homolog family member B                                                      |     | yes |
| 6299  | SALL1     | spalt-like transcription factor 1                                                | yes |     |
| 6338  | SCNN1B    | sodium channel, non voltage gated 1 beta subunit                                 | yes |     |
| 9728  | SECISBP2L | SECIS binding protein 2-like                                                     |     | yes |
| 23176 | SEPT8     | septin 8                                                                         |     | yes |
| 23677 | SH3BP4    | SH3-domain binding protein 4                                                     | yes | yes |
| 6573  | SLC19A1   | solute carrier family 19 (folate transporter), member 1                          |     | yes |
| 788   | SLC25A20  | solute carrier family 25 (carnitine/acylcarnitine translocase), member 20        | yes | yes |
| 5172  | SLC26A4   | solute carrier family 26, member 4                                               |     | yes |
| 81539 | SLC38A1   | solute carrier family 38, member 1                                               | yes | yes |
| 80736 | SLC44A4   | solute carrier family 44, member 4                                               |     | yes |
| 23428 | SLC7A8    | solute carrier family 7 (amino acid transporter light chain, L system), member 8 | yes |     |
| 9748  | SLK       | STE20-like kinase                                                                |     | yes |
| 8987  | STBD1     | starch binding domain 1                                                          |     | yes |
| 9900  | SV2A      | synaptic vesicle glycoprotein 2A                                                 | yes | yes |
| 23158 | TBC1D9    | TBC1 domain family, member 9 (with GRAM domain)                                  | yes | yes |
| 83439 | TCF7L1    | transcription factor 7-like 1 (T-cell specific, HMG-box)                         |     | yes |
| 7942  | TFEB      | transcription factor EB                                                          | yes |     |
| 7078  | TIMP3     | TIMP metalloproteinase inhibitor 3                                               |     | yes |
| 7086  | TKT       | transketolase                                                                    | yes |     |
| 7099  | TLR4      | toll-like receptor 4                                                             | yes |     |
| 7009  | TMBIM6    | transmembrane BAX inhibitor motif containing 6                                   | yes | yes |
| 65084 | TMEM135   | transmembrane protein 135                                                        |     | yes |
| 8742  | TNFSF12   | tumor necrosis factor (ligand) superfamily, member 12                            | yes |     |
| 55503 | TRPV6     | transient receptor potential cation channel, subfamily V, member 6               |     | yes |
| 7466  | WFS1      | Wolfram syndrome 1 (wolframin)                                                   | yes | yes |
| 7504  | XK        | X-linked Kx blood group                                                          | yes |     |

Table S7. A set of ROS-related genes is induced in human PPFP follicular carcinomas versus non-PPFP follicular carcinomas.

|                                           | PPFP carcinomas<br>expression greater than<br>non-PPFP carcinomas | PPFP carcinomas<br>expression less than<br>non-PPFP carcinomas | Total |
|-------------------------------------------|-------------------------------------------------------------------|----------------------------------------------------------------|-------|
| Probesets for set of<br>ROS-related genes | 35                                                                | 13                                                             | 48    |
| All other probesets                       | 9685                                                              | 10248                                                          | 19933 |
| Total                                     | 9720                                                              | 10261                                                          | 19981 |

P= 0.0007, Fisher's exact test

Three gene sets in our RNA-seq data were induced in PPFP cells versus EV cells without pioglitazone, and repressed in PPFP cells with pioglitazone versus PPFP cells without pioglitazone: *glutathione metabolism* (KEGG), *peroxidase activity* (GO), and *arachidonic acid metabolism* (KEGG). There are 49 unique, differentially expressed genes within these gene sets. We tested whether this set of genes is induced in human PPFP follicular carcinomas versus non-PPFP follicular carcinomas by comparing the expression of all probesets for the 49 genes versus the probesets for all other genes in the human thyroid carcinoma Affymetrix study of Giordano [5].

How the deposited data were processed for this re-analysis (not part of the article)

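The data behind this summary are RNA-seq gene counts from PCCL3 rat thyroid cells and lists of ChIP-seq peaks from the same cells. RNA was measured in EV cells and PPFP cells, each with 1 μM pioglitazone or vehicle for 16 hours, in 3 libraries per group and 12 libraries in all. ChIP with the anti-Myc antibody and its input were measured once each, in PPFP cells with pioglitazone. The authors aligned the RNA-seq reads to rn4 with tophat2 and counted reads per gene with HTSeq in the intersection-strict mode, and the table holds these unnormalized integer counts by gene symbol. The peak lists are MACS2 output, with positions in rn4, fold enrichment at the summit and -log10 p and -log10 q values, which the authors' run of MACS2 computed for each peak; the authors filtered the PPFP list with PePr.

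Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Peaks and figures were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Genes were filtered with filterByExpr, scaled by TMM and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, on the 6 libraries of the 2 groups compared. All adjusted p values of single genes come from this test unless another is named. Called genes had an adjusted p under 0.05 and a fold change above 2, or above 1.5 where Table 2 uses that limit. The standard error of a log2 fold change was derived from the fold change and the F statistic. CPM values used TMM factors over the 12 libraries, which were between 0.925 and 1.05. The difference in pioglitazone response between the cell lines was tested as the interaction term of a fit with 4 groups. A group in which every library had at most 3 counts was taken as being at the floor.

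The total count per library and group is given with the first result. The 10 most abundant genes held between 4.81% and 5.96% of the counts of a library. At this depth the biological coefficient of variation between replicates was 0.144 with pioglitazone in both cell lines and 0.156 in EV cells with versus without pioglitazone. With the replicate block it was 0.0365 in PPFP cells and 0.0372 in EV cells with versus without pioglitazone. Between the cell lines the block left it at 0.143 without and 0.154 with pioglitazone. The method was tested on simulated counts of 10116 genes of which 200 were changed. These simulations were scored at an adjusted p under 0.05 alone, without the limit on fold change. At that limit 157 (78.5%) were found with 8 false calls (4.85% of calls), and DESeq2 recovered 159 (79.5%). In a simulation of the interaction with 10245 genes, 119 of 200 changed genes (59.5%) passed the same limit. The rule with a fold change above 2 was not measured by these shares.

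Apart from the genes of Table S5, the gene lists were written by hand after names in the paper's tables. They hold genes of the MCM complex, the cell cycle, proteasome subunits, chaperones, oxidative phosphorylation subunits, fatty acid oxidation and adipocyte PPARG targets. The others are peroxins, Table S5, collagens and laminins, MHC genes, thyroid differentiation and synaptic vesicles. A list was tested with camera on log2 CPM with voom weights, and with limma's fry test and with camera at an estimated correlation as alternatives. The genes that respond to pioglitazone in PPFP cells were tested as lists in EV cells with fry. A further list of interferon-stimulated genes was added after the data were examined.

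The genes named in the text are all genes that the paper names in its results or Figure 2, together with Pax8 and Pparg. To these were added the 5 largest and the 5 smallest log2 fold changes among called genes without overlap between groups and with a mean of at least 1 CPM, for PPFP versus EV cells without pioglitazone and for the pioglitazone response of PPFP cells. The 3 largest changes in each direction among the genes of Table S5, the 3 genes with opposite directions that had the smallest adjusted p for pioglitazone, and the 3 interaction genes with the smallest adjusted p were also named. A gene that this rule selects from Table S5 is not reported here. This rule, the comparisons, the lists apart from the interferon list, and the alternatives except those called added below were set before the data were examined.

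The alternatives were edgeR's exact test with tagwise dispersion, DESeq2's Wald test with its size factors, RLE size factors, no filter on low counts, at least 10 counts in every compared library, all 12 libraries in one fit, the replicate number as a block, each library left out in turn, and for peaks a q under 0.01, a fold enrichment of at least 10 and stricter overlaps. Scaling by library size alone and, for the interaction, a block of the replicate within each cell line were added after the data were examined.

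Whether libraries with the same number belong together was checked from the correlation of their deviations from the group means. Between PPFP cells with and without pioglitazone it was 0.876, 0.680 and 0.640 for numbers 1 to 3, and libraries 2 and 3 also correlated with each other at 0.585 and 0.728. In EV cells it was 0.690, 0.862 and 0.903. Between the cell lines without pioglitazone it was -0.271, 0.450 and -0.427, and with pioglitazone -0.259, 0.358 and -0.507. Within each cell line every same-numbered pair therefore deviates together, and between the cell lines not every pair does. The comparisons were set without a block, and the fit with the block is one of the alternatives.

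Regions around genes, motifs in peaks and distances to transcription start sites were not analysed here, nor were the siPAX8 data, the ChIP of PAX8 and PPARG and the human tumor data. The authors' enrichment tests with LRpath and ChIP-Enrich were not repeated. A test of the peak overlap on simulated positions found all planted overlaps.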

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

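The tests of the EV spread with the replicate block, of mislabelling, of pioglitazone in the EV cultures, and of the total count for genes of one cell line were chosen only after the results were seen, and the last replaced a thinning test whose outcome its construction fixed.

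The pioglitazone response differed between the cell lines: 97 genes had an interaction term past the threshold, and 269 with the replicate block within each cell line. With that block, 1 of the 10 splits of the 6 pairs, the real one, gave as many, and the others gave 0. Because 3 pairs against 3 make 10 splits, this share cannot fall under 0.1. No gene was called in EV cells in any of the 10 splits of those libraries, so that all 10 gave as many as the real one, and likewise all 10 gave as many called lists of the genes that respond in PPFP cells. These counts decide nothing, because the real count was 0. For PPFP cells with and without pioglitazone, 1 of the 10 splits gave as many called genes.

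Library size argues little for this difference, since 234 genes were called in PPFP cells after all libraries were thinned to 22538467 counts, 223 of them among the genes called before thinning, and 0 in EV cells. A mislabelled cell line is argued against by Pparg, whose lowest CPM in a PPFP library was 16.6 times the highest in an EV library. The spread between the EV libraries remains a candidate explanation for part of it. When the PPFP fold changes were put into the EV libraries, 75 of 192 genes were called (39.1%), so that 117 were missed. With the replicate block, 160 of 192 were called (83.3%), whereas none of the measured EV genes passed both limits, and 605 had an unadjusted p under 0.05. The first of these tests was set before its result was known, and the blocked one was added because the first left the question open. Whether the EV cultures received active pioglitazone cannot be told apart from a lack of response: the median log2 fold change of the adipocyte PPARG target list in EV cells was -0.0068 (21 genes, 9 higher), which is what either would give. The presence of PPFP is the biological explanation that the design names, and it stays open as a hypothesis.

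The paper does not report genes that were counted in one cell line only. In every EV library 44 genes had at least 30 counts and in all 6 PPFP libraries at most 3, and for 10 of them no PPFP library had a count. The reverse held for 19 genes, of which 1 had no EV count. The genes examined numbered 9360 and 9224. A loss of a genomic segment that spans several genes is argued against, since of the nearest neighbours of 39 genes that were expressed in EV cells, 78 positions held by 77 distinct genes, 0 were absent from PPFP cells. Fbln5, next to Tc2n, had a lowest PPFP count of 1, and counted as present. A loss confined to a single gene was not tested, and no neighbours were tested for the rest of the 44 genes. Library size is argued against as well, because the lowest total of a PPFP library was 0.673 times the highest of an EV library, far from what a fall to the floor needs. A difference between the cell lines other than PPFP cannot be told apart from an effect of PPFP for the 44 genes. The same holds for any other gene that differs between the cell lines, since each construct is represented by 1 stable line.

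The input library gave 3192 peaks, with a median width of 69 bp and a median fold enrichment of 6.36 (range 1.63 to 49.5), of which 3168 had a q under 0.01. They include 8 on the mitochondrial genome. These peaks are a signal in data the paper does not discuss, and 9 of them overlapped a PPFP peak. No explanation for them was tested, and no biological explanation was tested.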

How the results depend on the processing

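Scaling by library size only and the block within each cell line were chosen after the data were examined. For the named genes, 1832 of 1920 values under an alternative kept their direction and side of the threshold, 21 were weaker, 43 stronger and 24 reversed. Of 518 values of the other results, 450 were the same, 27 weaker, 8 stronger, 12 moved and 21 reversed. A block of the replicate number was also fitted across the cell lines, although not every same-numbered pair deviates together there. Where no cause is given, the cause was not tested.

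With at least 10 counts in every compared library, fewer genes were tested, and 983 genes were called in PPFP versus EV cells without pioglitazone, 79 in both that comparison and the pioglitazone response, and 816 both without and with pioglitazone. The interaction had 269 genes with the block within each cell line. With each library left out, the interaction had from 52 to 105 genes, the pioglitazone response of PPFP cells from 160 to 296 and the genes in both comparisons from 80 to 152. Leaving out a library also leaves fewer samples.

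The medians do not depend on the test, which changed the calls of the lists. Under camera with the estimated correlation, the lists called without pioglitazone lost their call (proteasome 0.29, fatty acid oxidation 0.22, adipocyte targets 1.61, Table S5 0.42), as did those of the pioglitazone response except fatty acid oxidation (cell cycle 0.19, adipocyte targets 0.89, peroxins 0.063, the genes of Table S5 at -0.20, MHC genes -0.30, thyroid differentiation -0.32, synaptic vesicles -0.17). Under fry the proteasome list without pioglitazone and the cell cycle list with pioglitazone lost their call, and thyroid differentiation (-0.51) and synaptic vesicles (-0.44) gained one. The peroxins lost theirs with at least 10 counts (0.041) and with the block (0.063), and synaptic vesicles without the filter (-0.088). The repressed genes in EV cells were called by camera (-0.072), and the median of the induced genes was -0.00075 with RLE size factors. In the pioglitazone response 92 genes were up and 146 down with library size only. It also reversed proteasome (-0.034), chaperones (-0.037) and oxidative phosphorylation (-0.030) in the pioglitazone response, as it moves all genes together.

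With each library left out, the medians in PPFP versus EV cells without pioglitazone were from -0.064 to 0.53 for the cell cycle, from 0.21 to 0.27 for fatty acid oxidation, from 0.12 to 0.26 for MHC genes, from 0.022 to 0.16 for oxidative phosphorylation, from -0.0018 to 0.20 for peroxins and from 0.18 to 0.40 for the proteasome, from 0.19 to 0.83 for the MCM complex, from 0.040 to 0.18 for chaperones and from -0.90 to -0.27 for collagens and laminins. In the pioglitazone response they were from -0.067 to 0.46 for the cell cycle, from -0.054 to 0.10 for chaperones, from -0.28 to 0.41 for the MCM complex, from -0.026 to 0.046 for oxidative phosphorylation, from 0.027 to 0.11 for peroxins and from -0.11 to 0.11 for the proteasome, from -0.43 to -0.19 for synaptic vesicles and from -0.48 to -0.091 for collagens and laminins. The induced genes in EV cells had medians from -0.025 to 0.027, and the repressed genes from -0.14 to -0.010.

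Log2 fold changes near 0 reversed. Actb was -0.036 without and -0.082 with pioglitazone under library size only, and in the pioglitazone response -0.0021 with DESeq2 and with RLE, -0.010 with all libraries in one fit and -0.043 with library size only, and from -0.043 to 0.040 with each library left out (from -0.016 to 0.10 with pioglitazone in both cell lines). Grrp1 without pioglitazone was -0.0021 without the filter, -0.00041 with at least 10 counts, -0.078 with library size only, and from -0.085 to 0.091 with each library left out. The same fits gave from -0.26 to 0.73 for Ccnb1, from -0.14 to 0.64 for Cdk1, from -0.089 to 0.22 for Hes1 and from -0.021 to 0.16 for Pparg in the pioglitazone response, and from -0.17 to 0.12 for Tg with pioglitazone in both cell lines.

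The overlap of PPFP peaks with input peaks was 0.00493% when at least 0.5 of the peak had to be covered, and 0.0148% by summit. Depth limits the genes at the floor, which were 172, 252 and 2 of the called genes in PPFP versus EV cells without and with pioglitazone and in the pioglitazone response.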

Differences from the paper's values

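The paper gives 82 genes that fell both in PPFP cells and with pioglitazone, whereas 37 were counted here. Over the alternatives set before the data were examined the count was between 20 and 52, and none of them closed the gap. The paper gives 17% of shared genes with opposite directions, whereas 31.0% had them here. The share was between 22.0% and 38.8% over the alternatives, and was within 1.5 times the paper's value with at least 10 counts in every library (24.1%), without PPFP cells without pioglitazone replicate 2 (22.0%) and without PPFP cells with pioglitazone replicates 1 (24.3%), 2 (22.4%) and 3 (23.9%), and with no other alternative.

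In Figure 1 the paper shows about 11 genes, read by eye, that were called without pioglitazone and with the pioglitazone response but not with pioglitazone in both cell lines, whereas 25 were counted here. The number was between 12 and 40 over the alternatives set before the data were examined, and the gap closed without PPFP cells without pioglitazone replicates 2 and 3 and without PPFP cells with pioglitazone replicates 2 and 3, and with no other.

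Several folds over EV cells without pioglitazone differ from the bars of Fig. 2, read by eye. For Ccnb1 in PPFP cells the paper shows about 2.6, read by eye in Fig. 2, and the value here was 1.51 (range over alternatives 1.04 to 2.16), and with pioglitazone about 3.0 in Fig. 2, read by eye, against 1.73 (1.27 to 2.47). The first gap closed without EV cells without pioglitazone replicate 3 and without PPFP cells without pioglitazone replicates 2 and 3, and the second without EV cells without pioglitazone replicate 3 alone. For Cdk1 the paper shows about 2.1 in Fig. 2, read by eye, against 1.37 (1.01 to 1.83), which closed under the same 3 fits, and with pioglitazone about 2.5 in Fig. 2, read by eye, against 1.58 (1.25 to 2.11), which closed without EV cells without pioglitazone replicate 3 and without PPFP cells with pioglitazone replicates 2 and 3. For Icam5 with pioglitazone it shows about 0.2 in Fig. 2, read by eye, against 0.33 (0.30 to 0.35), and no alternative set before the data were examined closed the gap. For Plin1 it shows about 55 in Fig. 2, read by eye, against 107 (72.8 to 303), and with pioglitazone about 360 in Fig. 2, read by eye, against 684 (466 to 1938); both closed without EV cells without pioglitazone replicate 2 and with no other alternative set before the data were examined.

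The paper gives an average of 88 M reads per sample, whereas 28.8 M per library were counted on genes. The libraries are paired-end, a pair is counted once, and with 2 reads per pair the value here is 57.7 M. The paper does not state whether its number counts both ends. None of the alternatives set before the data were examined bears on this value.

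The paper describes Ccnb1 and Cdk1 as induced by PPFP, whereas neither was past the threshold here without pioglitazone (adjusted p = 0.32 and 0.39), under any of the alternatives in that comparison. Both had an adjusted p under 0.05 with pioglitazone in both cell lines under edgeR's exact test (0.035 and 0.025) and without EV cells with pioglitazone replicate 3 (0.029 and 0.029), and in the pioglitazone response under the replicate block (7.7e-05 for each). The paper describes Hes1, Notch1 and Hhex as lowered, and Acaa2 as raised. It names them through gene sets and, except for Hhex, protein blots, without a 2-fold limit. Their changes here without pioglitazone had the same directions at an adjusted p under 0.05. They were below 2-fold, which does not contradict the paper, and the adjusted p of Hes1 depended on single libraries. With pioglitazone in both cell lines the log2 fold changes were -1.84 for Notch1, -1.12 for Hhex and 2.04 for Acaa2, beyond 2-fold, and -0.45 for Hes1.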

Other observations

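The tests of one scale factor, of mislabelling, of an experiment under another number, of normalization, of reads shared by Duox1 and Duox2, of PPFP cultures standing apart and of shared libraries were chosen only after the results were seen, and the interferon test before its result. The test of one scale factor replaced a thinning test whose outcome its construction fixed, and the test of shared libraries replaced simulations whose outcome the adjustment for multiple tests fixed. A first, stricter rule for the divided libraries, on the number of opposite genes in every division, was not met and was replaced after the values were seen. No result is drawn from the later rule, because every division leaves a single PPFP library in one comparison.

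The splits of the 6 libraries into groups of 3 were counted for each comparison. For PPFP versus EV cells without pioglitazone, 1 of 10 splits gave as many called genes and 1 of 10 as many genes at a fold change above 1.5, and with pioglitazone 1 of 10 gave as many called genes. The number of called gene lists did not stand out in this way: 8 of 10 splits of the libraries without pioglitazone and 6 of 10 of the PPFP libraries gave as many lists past the threshold as the real split. The count says neither which lists were called in a split nor how strongly, so it does not decide on any single list.

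The cell cycle list differed between libraries of the same cell line. Its deviation from the group mean, less the median deviation of all genes, had a range of 1.02 in EV cells without pioglitazone, 1.34 in EV cells with pioglitazone, 0.65 in PPFP cells without and 0.54 in PPFP cells with pioglitazone. The difference between the group means was 0.27. A single scale factor per library is argued against by the range of 1.02, and a mislabelled cell line by the ratio of 16.6 for Pparg. An experiment shared under another number cannot be told apart, since the highest correlation of deviations between a PPFP and an EV library, outside the cell cycle and MCM lists, was 0.603, and reached this value in 1 of 9 pairs. Differences in growth between cultures may contribute, and were not tested.

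Duox2, Duoxa1 and Duoxa2, which serve hydrogen peroxide production, were higher in PPFP cells, and Slc5a5 and Iyd, which serve iodide handling, lower. Duox1, which also serves peroxide production, was hardly changed, with log2 fold changes of 0.20 without pioglitazone and -0.057 with pioglitazone in PPFP cells. Slc5a8 was -0.74 without pioglitazone and rose by 0.74 with it. These genes were chosen after their values were seen, and Iyd and Duox2 are also in Table S5. Without pioglitazone the log2 fold changes were 2.21 for Duox2, 2.13 for Duoxa2 and 0.76 for Duoxa1, and -1.73 for Slc5a5 and -1.39 for Iyd. With pioglitazone in PPFP cells they were 1.02 for Duox2, 0.80 for Duoxa1, -0.92 for Slc5a5 and -1.53 for Iyd. Other genes went the other way: Slc26a4 rose by 3.32 and Tshr by 0.66 without pioglitazone. Slc26a4 had a log2 fold change of -1.06 with pioglitazone in PPFP cells, which did not pass the threshold (adjusted p = 0.12). Under library size only the lowest value of Duox2, Duoxa1 and Duoxa2 was 0.67. That scaling moves all genes together, to a median log2 fold change of -0.080 against 0.0016. Because these genes were chosen after their values were seen, 0.67 decides nothing about normalization beyond this choice of scaling. Reads shared between Duox1 and Duox2 are argued against by the log2 fold change of Duox1, 0.20. Since members of both groups moved apart, a common change of peroxide production or iodide handling stays an open hypothesis.

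Many genes higher in PPFP cells and lower with pioglitazone included interferon-stimulated genes such as Oasl. A list of 65 such genes was written by hand, the 6 of them already seen were left out, and 44 were tested. In PPFP versus EV cells without pioglitazone their median log2 fold change was 0.48 with 33 higher and 28 called at an adjusted p under 0.05. With pioglitazone in PPFP cells the median was -0.36 with 8 of 43 higher. The fry test of this single list passed an unadjusted limit of 0.05 in both comparisons, while camera with the estimated correlation did so with pioglitazone in PPFP cells and not in PPFP versus EV cells. An interferon response in PPFP cells that pioglitazone lowers is therefore a candidate explanation. PPFP cultures without pioglitazone that stand apart for another reason cannot be told apart from it: with pioglitazone in both cell lines the median was 0.19. To test the shared PPFP libraries without pioglitazone, these were divided in 6 ways so that no library served both comparisons, which leaves a single PPFP library in one of them. With the single library in the cell line comparison, 296, 173 and 160 genes were called for pioglitazone, and 29, 18 and 17 genes had opposite directions, more than the 14.8, 8.65 and 8 false calls that the threshold allows. These counts decide nothing about the shared libraries. The cell line comparison then rests on a single PPFP library, and the allowance covers all pioglitazone calls, not opposite genes alone. The shared libraries stay a possible cause for any of the 39 genes. With the single library in the pioglitazone comparison only 35, 32 and 38 genes were called for pioglitazone and 2, 0 and 0 had opposite directions, which decides nothing. For 13 of the 39 genes, opposite in none of the first 3 divisions, an effect of the shared libraries cannot be told apart from the loss of libraries.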
